# Inhibition of CDK8 mediator kinase suppresses estrogen dependent transcription and the growth of estrogen receptor positive breast cancer

**DOI:** 10.18632/oncotarget.14894

**Published:** 2017-01-29

**Authors:** Martina S.J. McDermott, Alexander A. Chumanevich, Chang-uk Lim, Jiaxin Liang, Mengqian Chen, Serena Altilia, David Oliver, James M. Rae, Michael Shtutman, Hippokratis Kiaris, Balázs Győrffy, Igor B. Roninson, Eugenia V. Broude

**Keywords:** CDK8, estrogen receptor, breast cancer, transcription, estrogen independence

## Abstract

Hormone therapy targeting estrogen receptor (ER) is the principal treatment for ER-positive breast cancers. However, many cancers develop resistance to hormone therapy while retaining ER expression. Identifying new druggable mediators of ER function can help to increase the efficacy of ER-targeting drugs. Cyclin-dependent kinase 8 (CDK8) is a Mediator complex-associated transcriptional regulator with oncogenic activities. Expression of CDK8, its paralog CDK19 and their binding partner Cyclin C are negative prognostic markers in breast cancer. Meta-analysis of transcriptome databases revealed an inverse correlation between CDK8 and ERα expression, suggesting that CDK8 could be functionally associated with ER. We have found that CDK8 inhibition by CDK8/19-selective small-molecule kinase inhibitors, by shRNA knockdown or by CRISPR/CAS9 knockout suppresses estrogen-induced transcription in ER-positive breast cancer cells; this effect was exerted downstream of ER. Estrogen addition stimulated the binding of CDK8 to the ER-responsive GREB1 gene promoter and CDK8/19 inhibition reduced estrogen-stimulated association of an elongation-competent phosphorylated form of RNA Polymerase II with GREB1. CDK8/19 inhibitors abrogated the mitogenic effect of estrogen on ER-positive cells and potentiated the growth-inhibitory effects of ER antagonist fulvestrant. Treatment of estrogen-deprived ER-positive breast cancer cells with CDK8/19 inhibitors strongly impeded the development of estrogen independence. *In vivo* treatment with a CDK8/19 inhibitor Senexin B suppressed tumor growth and augmented the effects of fulvestrant in ER-positive breast cancer xenografts. These results identify CDK8 as a novel downstream mediator of ER and suggest the utility of CDK8 inhibitors for ER-positive breast cancer therapy.

## INTRODUCTION

Breast cancer is the most common female cancer and the second leading cause of cancer death in women [1]. Approximately 70% of breast cancers express estrogen receptor alpha (ERα) and are termed ER-positive [2, 3]. ERα, a member of the steroid hormone receptor family, mediates the biological effects of estrogens functioning as a ligand-inducible transcription factor that drives proliferation and survival of ER-positive breast cancer cells [4–6]. Hormone therapies have been developed which specifically inhibit ER signaling including selective estrogen receptor modulators (SERM) such as tamoxifen, selective estrogen receptor down-regulators (SERD) such as fulvestrant, and aromatase inhibitors such as letrozole, which suppress estrogen synthesis [7]. However, many patients with ER-positive cancers do not respond to ER-targeting therapy, or they respond initially but develop progressive disease within 1-2 years due to the development of resistance. Identification of new “druggable” mediators of ER-regulated mitogenic effects could yield critical improvements in the treatment of ER-positive breast cancers [8]. In the present study, we have identified transcription-regulating oncogenic cyclin-dependent kinase CDK8 as a novel druggable mediator of ER signaling.

CDK8 and its closely related paralog CDK19 (80% identity) are transcription-regulating serine/threonine kinases that, unlike better-known members of the CDK family (such as CDK1, CDK2 or CDK4/6), do not mediate cell cycle progression [9]. CDK8 or CDK19, together with their binding partner Cyclin C and MED12 and MED13 proteins, form the CDK module of transcriptional Mediator complex. The CDK module regulates transcription through several different mechanisms, including phosphorylation of the C-terminal domain of RNA Polymerase II in a gene-specific context, which enables the elongation of transcription of newly activated genes [10, 11]. Since CDK8 activity is not generally required for transcription, CDK8 deletion in young adult mouse tissues did not induce any gross or histopathological abnormalities [12] and small-molecule CDK8 kinase inhibitors produced no detectable toxicity at therapeutically active doses [13, 14].

CDK8 activity has been implicated in regulating transcription in several pro-carcinogenic signaling pathways including Wnt/β-catenin [15] and TGFβ/BMP pathways [16]. CDK8 has been identified as an oncogene, which is amplified in many colorectal cancers [15]. CDK8 has also been implicated in melanomagenesis [17], pancreatic cancer [18] and associated with the cancer stem cell phenotype [19]. Our work has identified CDK8/19 as a mediator of damage-induced tumor-promoting paracrine activities of both tumor and normal cells; as a consequence, CDK8/19 inhibitors increase the efficacy of chemotherapy *in vivo* [13].

In the same study, we found that higher expression of CDK8, CDK19 and Cyclin C is associated with shorter relapse-free survival in human breast cancers [13]. More recently, we demonstrated that the same correlations are observed in all principal subtypes of breast cancer and their predictive value is much higher for patients who subsequently underwent systemic adjuvant therapy (either hormonal or chemotherapy), suggesting that CDK8 can impact the failure of systemic treatment in breast cancer. We also found that higher CDK8 protein expression was observed in invasive ductal carcinomas relative to non-malignant mammary tissues [20]. A correlation of CDK8 expression with tumor status, nodal metastasis and stage in breast cancer has also been reported by Xu et al., whose study suggested that CDK8 plays a role in mammary carcinogenesis [21].

We have now discovered that CDK8 acts as a downstream mediator of transcriptional and mitogenic signaling by ER and that inhibition of CDK8 suppresses ER-positive breast cancer cell growth *in vitro* and *in vivo*, potentiates hormone therapy and prevents the emergence of estrogen independence. These findings identify CDK8 as a promising new target to exploit in ER-positive breast cancer treatment.

## RESULTS

### Bioinformatics suggests an association of CDK8 with estrogen receptor signaling

We have extended our previous analysis of CDK8 expression in breast cancer [20] and investigated correlations between CDK8 and ER expression using a microarray database of 3,491 breast cancer patients. Mean CDK8 expression was 1.79-fold higher among 807 ER-negative patients than among 2,036 ER-positive patients (p < 2E-118, t-test). Figure 1A shows a very strong negative correlation between ESR1 (ERα) and CDK8 gene expression among breast cancer samples. Similar inverse correlations with ESR1 were observed for the CDK8 paralog CDK19 and their binding partner Cyclin C (Figure 1B, 1C). These observations, together with a known function of CDK8 as a potentiator of another steroid hormone receptor, the thyroid hormone receptor [22], suggested to us that CDK8/19 could also be acting as a positive effector of ER. If this were the case, an increase in CDK8/19 could enable cells with lower ER levels to utilize estrogen stimulation more efficiently, thus accounting for the inverse correlation. Interestingly, MYC, which has previously been identified as a positive mediator of ER activity [23], also shows an inverse correlation with ESR1 (Figure 1D). Thus, we hypothesized that ER signaling in ER-positive breast cancer could be attenuated through CDK8/19 inhibition.

**Figure 1:**
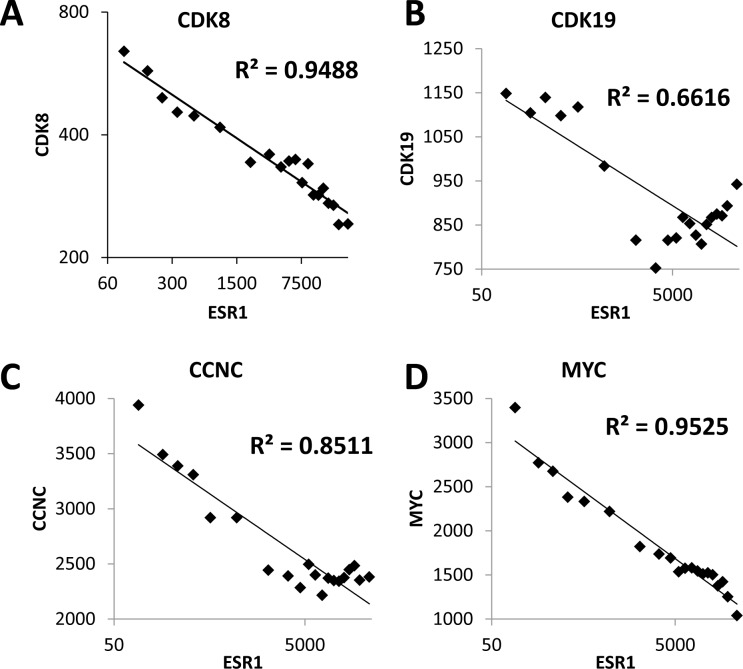
CDK8/19 expression inversely correlates with estrogen receptor expression Correlation between the expression of ESR1 (ERα) and **A**. CDK8, **B**. CDK19, **C**. CCNC and **D**. MYC in 3,491 breast cancers. Each graph shows the average values for 35 bins of 100 samples, arranged by ESR1 expression.

### Inhibition of CDK8/19 attenuates estrogen-induced transcription

The addition of the selective CDK8/19 inhibitor Senexin A [13] resulted in a dose-dependent decrease in luciferase activity in T47D-ER/Luc cells, expressing firefly luciferase under control of an ER-dependent ERE-containing promoter, suggesting that CDK8/19 potentiates ER-mediated transcription (Figure 2A). Senexin A did not affect ERα protein expression or phosphorylation at S118 (Figure 2B), indicating that CDK8/19 inhibition suppresses ER-mediated transcriptional activity downstream of ER.

**Figure 2:**
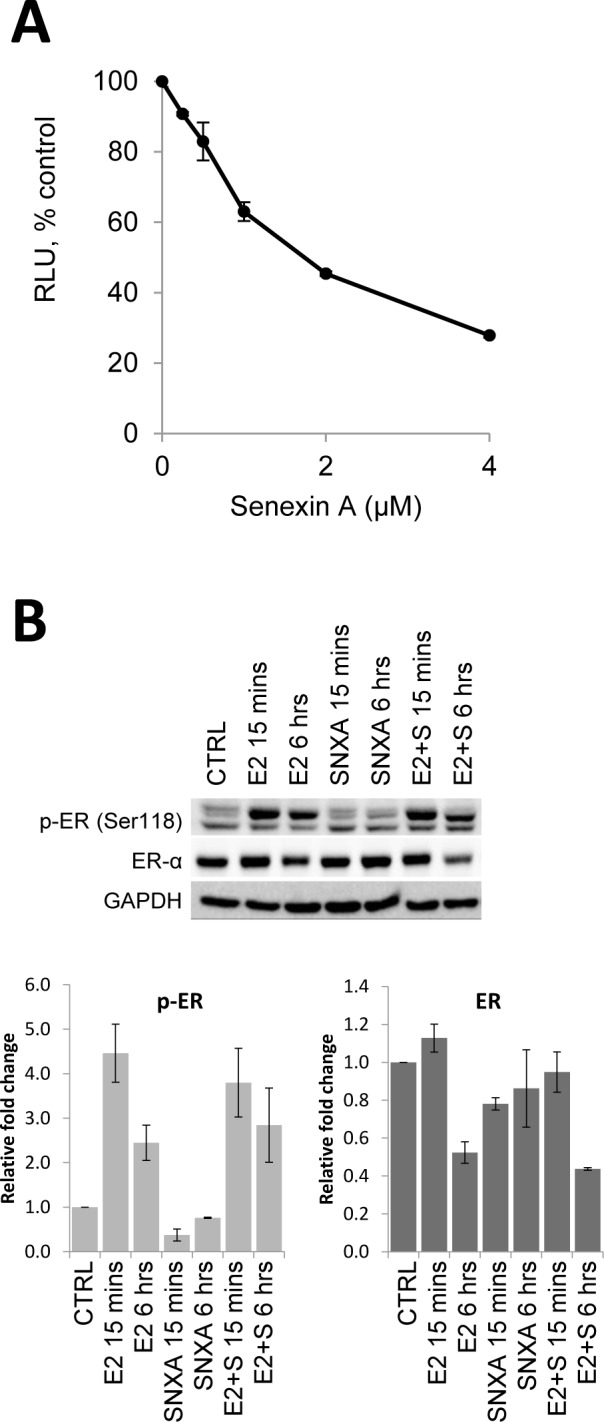
Effects of CDK8/19 inhibition on ER **A**. Luciferase expression from ER-dependent consensus promoter in T47D-ER/Luc reporter cells deprived of estrogen for 72 hours prior to treatment with 10 nM estradiol (E2) and increasing concentrations of Senexin A for 18 hours. RLU refers to relative luciferase units as a percentage of control. **B**. Western blot analysis of phospho-ER (Ser118) and ER expression in T47D-ER/Luc reporter cells deprived of estrogen for 72 hours prior to treatment with 10 nM estradiol (E2) in the presence or absence of 2.5 µM Senexin A for 15 mins and 6 hours. Loading was normalized using GAPDH and densitometry was performed using ImageLab software.

Co-administration of Senexin A with estradiol (E2) in ER-positive MCF7 cells prevented estrogen-mediated induction of mRNA of GREB1, CXCL12 and TFF1 (Figure 3A), the three genes that were previously reported to be the most common transcriptional targets of ER in different ER-positive breast cancer cell lines [24]. Similar results were also found in BT474 and T47D-ER/Luc cells (Figure 3A). In contrast to the effect of estrogen addition, Senexin A treatment did not inhibit expression of these three genes in cells growing in estrogen-containing full media, although it decreased the upregulation of GREB1 that was observed upon addition of estradiol to such media (Figure 3B).

**Figure 3:**
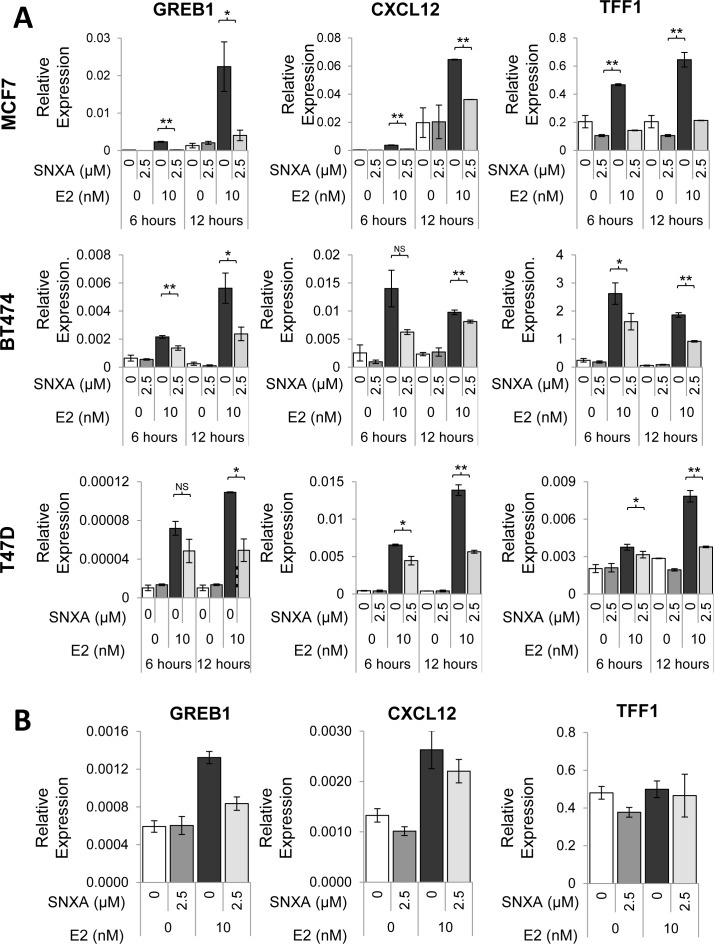
Effects of Senexin A on ER-regulated gene expression **A**. q-PCR analysis of ER-responsive gene expression of GREB1, CXCL12, and TFF1 in estrogen-deprived MCF7, BT474 and T47D-ER/Luc cells treated with E2 (10 nM) and Senexin A (2.5 µM) (SNXA) for 6 and 12 hours. * denotes P < 0.05 and ** denotes P < 0.01. **B**. q-PCR analysis of GREB1, CXCL12, and TFF1 gene expression in MCF7 cells cultured in regular media (without prior estrogen deprivation) following treatment with 10 nM estradiol (E2) and 2.5 µM Senexin A (SNXA) alone and in combination for 12 hr.

### Knockdown or knockout of CDK8 suppresses estrogen-induced gene expression

Using lentiviral vector-based shRNA against CDK8 in BT474 cells, a stable CDK8 knockdown cell line was established (BT474-shCDK8). Knockdown of CDK8 diminished CDK8 protein expression relative to BT474 PLKO.1 control cells, concomitantly increasing the expression of its paralog CDK19 and without altering ERα expression. Similar effects were also observed in a CRISPR-Cas9 based CDK8 knockout derivative of BT474 cell line (CRISPR-CDK8) (Figure 4A). Gene expression analysis of both BT474-shCDK8 and CRISPR-CDK8 cells revealed that in contrast to vector control-transfected cells, lack of CDK8 renders estradiol incapable of inducing GREB1 and abolishes the effect of Senexin A on GREB1 expression (Figure 4B). These results confirm the data obtained with CDK8/19 kinase inhibitor and suggest that CDK8 alone mediates ER signaling in BT474 cells.

**Figure 4:**
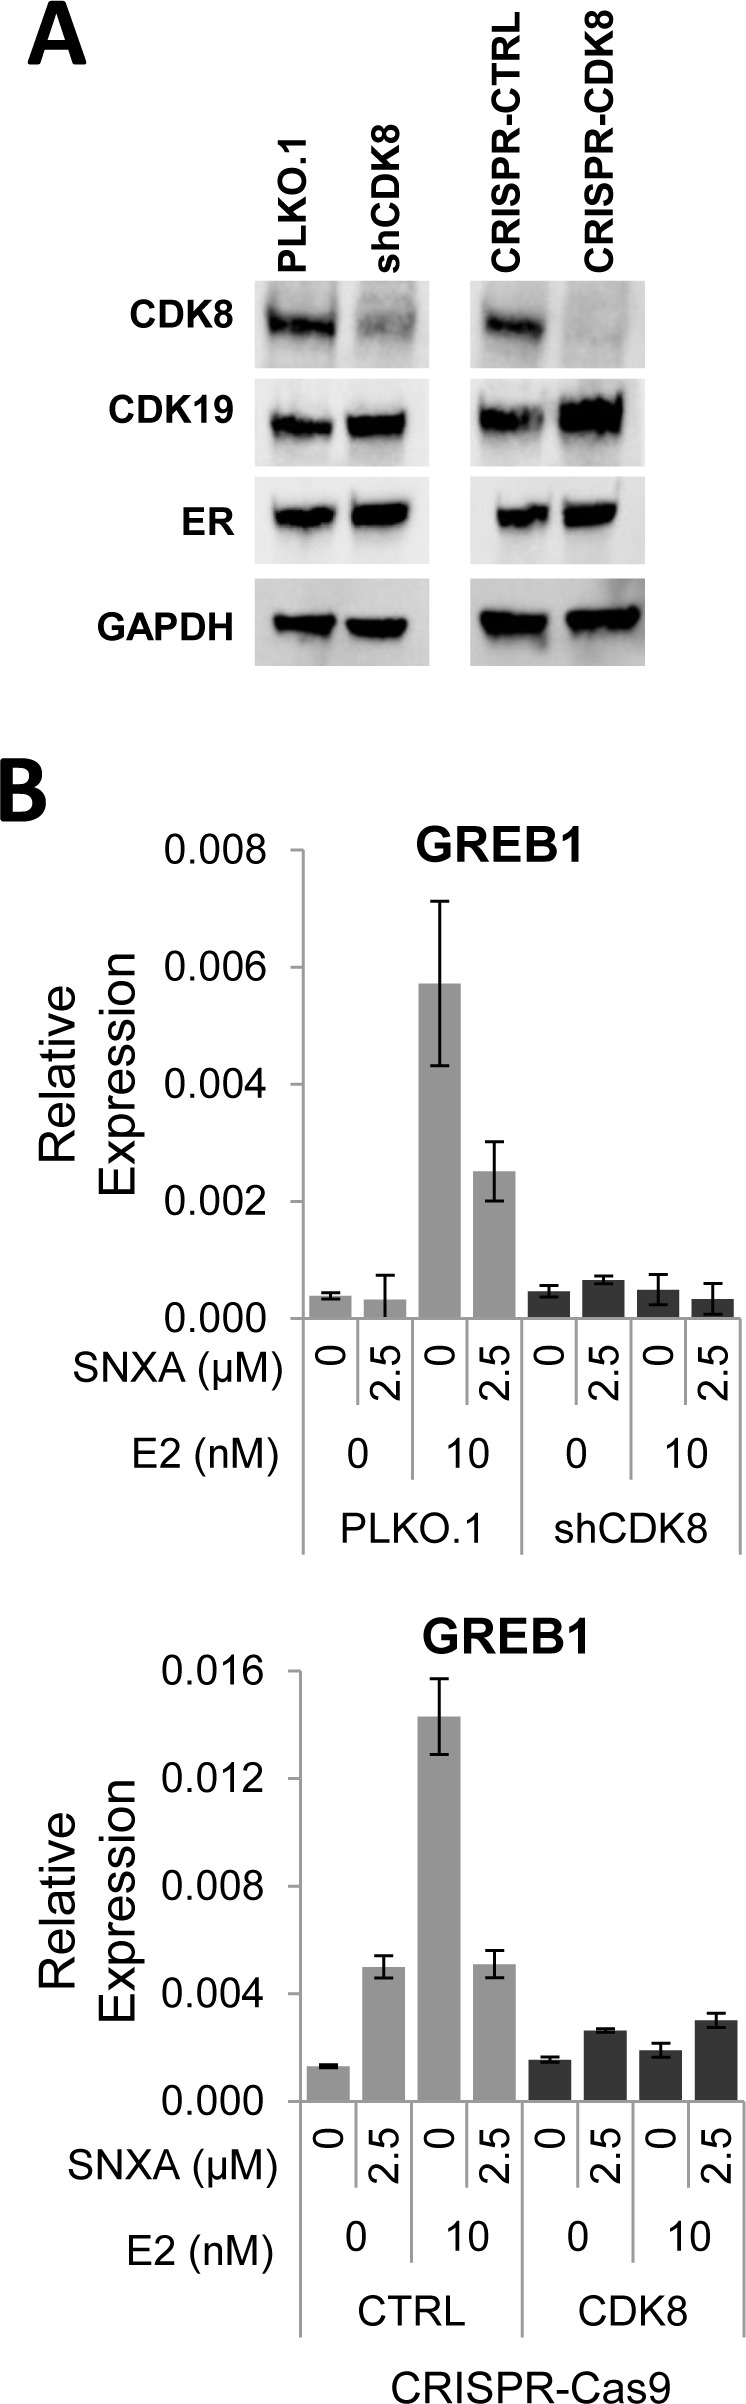
Effects of CDK8 knockdown and knockout on ER-regulated gene expression **A**. shRNA knockdown of CDK8 in BT474 cells (BT474 shCDK8) and CRISPR-Cas9 knockout of CDK8 in BT474 cells (BT474 CRISPR-CDK8) analyzed for protein expression by western blotting. **B**. q-PCR analysis of the effects of E2 on GREB1 gene expression in estrogen-deprived BT474 shCDK8 compared to BT474 PLKO.1 and in BT474 CRISPR-CDK8 compared to BT474 CRISPR-CTRL cells.

### Inhibition of CDK8/19 has global effects on estrogen-induced transcription

To determine transcriptomic effects of CDK8/19 inhibition on ER-regulated gene expression we performed microarray analysis of estrogen-deprived MCF7 cells treated with E2 and/or Senexin A. Figure 5A shows a heatmap generated for 45 genes that were altered over 2-fold (p < 0.05) by estrogen treatment; all but three of these genes were induced by estrogen. 

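RNA came from MCF7 cells, an ER-positive breast cancer cell line, that were deprived of estrogen and then left untreated or treated with 10 nM E2, 2.5 µM Senexin A or both, with 2 biological duplicates of each of the 4 conditions. The methods give 24 hours of Senexin A before 12 hours of E2, while the legend of Figure 5 and the sample labels give 12 hours. The samples were hybridised to 4 dual-channel Agilent arrays on 1 slide, which was scanned once. In each replicate, 1 array compared Senexin A with no treatment and the other compared E2+Senexin A with E2. The arrays with E2 lay in 1 column of the slide and those without E2 in another, so that E2 and the slide column cannot be told apart. By the labels, untreated and E2 samples were in Cy3 and the samples with Senexin A in Cy5 on every array. The labels name the Cy3 sample first in replicate 1 and the Cy5 sample first in replicate 2. For replicate 2 this direction opposes the authors' deposited table of fold changes. Over 29619 probes, the log ratio of Cy5 over Cy3 in replicate 1 correlated with the Senexin A changes in the authors' deposited table at 0.682 without E2 and 0.732 with E2. In replicate 2, its correlation with the authors' deposited table was -0.712 without E2 and -0.695 with E2. These correlations are across probes, which are not independent replicates. Each result is therefore given with the dyes as in the labels and then with the replicate 2 dyes swapped, and the Senexin A changes of replicate 1 are the same in both.

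The authors analysed the arrays with limma in R. Here the median spot signals were corrected for background (normexp with an offset of 50), normalized within arrays by loess and between arrays by Aquantile, and fitted per channel in limma over all 4 arrays, so that the 4 groups shared 1 estimate of the spread. The median signal of the 58717 spots other than controls was 2.24 to 3.32 times the local background, 58.0% to 69.8% of these spots were well above background in a channel, and 0 to 7 were saturated. Probes well above background in both duplicates of a condition were tested, which kept 26928 probes of 21550 genes with the dyes as in the labels and 24971 probes of 20014 genes with the replicate 2 dyes swapped. Where a gene had several probes, its value is that of the probe with the highest mean signal. By the labels every Senexin A comparison is also a comparison of Cy5 with Cy3, so that dye bias of a probe stays in it. Such bias cancels, with the replicate 2 dyes swapped, in the mean of the replicates. The number of arrays limits the precision, since each condition has n = 2.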

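With the dyes as in the labels, 26 genes were higher and 6 were lower with E2 than in untreated cells at the threshold of the study (over 2-fold with an unadjusted p under 0.05). Each moved the same way in both replicates, which a selection on the mean and its p makes likely. Their 36 probes lie within the 19 to 42 (mean 28.8) past this threshold in 100 data sets simulated with no E2 effects. At the spread of the fit by the labels, which these data sets used, the count is thus no evidence of an E2 effect by itself. With the replicate 2 dyes swapped, 62 probes passed, against 12 to 32 in data sets simulated with no E2 effects at the spread of that fit. GREB1, a cofactor of ER, was higher by a log2 fold change of 1.71 (standard error 0.36, n = 2 per group; 2.05 and 1.26 in its other probes) and CXCL12, a chemokine that acts through CXCR4, by 1.91 (standard error 0.60; 1.92, 0.58 and 0.20 in its other probes). PGR, the progesterone receptor, was higher by 1.08 (standard error 0.37; 1.39 in a second probe) and EGR3, an immediate early transcription factor, by 1.17 (standard error 0.30). Past the threshold were also the cadherin CDH26 (1.56, standard error 0.36), the BMP regulator BMPER (1.42, standard error 0.46) and the transcription factor MYBL1 (1.41, standard error 0.44; 0.54 in a second probe). The RAS-like growth inhibitor RERG was higher by 1.35, the kinases SGK1 and SGK3 by 1.33 and 1.27, the IGF binding protein IGFBP4 by 1.30, the secreted glycoprotein STC2 by 1.17 and the vesicle GTPase RAB31 by 1.14. Among the genes that were lower, PCMTD1 had a log2 fold change of -1.44 (standard error 0.55) and the pseudogene TBC1D29P of -1.08 (standard error 0.17). Both were not well above background with E2, and were higher in untreated cells by at least 2.72-fold and 2.02-fold.

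Of the 22 gene lists, which were fixed in advance, 9 passed a test of the list as a group. Of 52 estrogen-induced genes, 50 had a fold change above 0, with a median log2 of 0.60, and 15 were higher in limma when adjusted over the list alone (0 when adjusted over all probes). This list shares 17 genes with the genes that the study chose on these samples, so its count is not independent evidence of their direction. Of 16 estrogen-repressed genes, 6 were lower adjusted over the list alone, with a median of -0.49. All 36 genes of G1/S and DNA replication and all 26 genes of ribosome biogenesis had a fold change above 0, with medians of 0.30 and 0.36. The immediate early genes (19 measured) and the Wnt targets (11 measured) had medians of 0.17 and 0.29, while the 8 aryl hydrocarbon receptor targets, the 29 interferon-stimulated genes and the 16 TGF-beta and BMP targets had medians of -0.40, -0.16 and -0.26. By limma's camera test with a preset correlation, the adjusted p was 4.89e-39 for the estrogen-induced genes, 2.46e-12 for the estrogen-repressed genes, 4.38e-17 for G1/S and 7.37e-13 for ribosome biogenesis. The adjusted p was 0.00649 for the immediate early genes, 0.02 for the Wnt targets, 0.00346 for the aryl hydrocarbon receptor targets, 1.41e-04 for the interferon-stimulated genes and 6.11e-04 for the TGF-beta and BMP targets. For all 9 lists the call was lost with an estimated correlation, with adjusted p = 0.323 with an estimated correlation for the lists of estrogen-induced, estrogen-repressed, G1/S and TGF-beta genes, 0.324 for the interferon list, 0.40 for the Wnt list, 0.452 for the immediate early and ribosome lists and 0.495 for the aryl hydrocarbon receptor list.

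No single gene passed an adjusted p under 0.05 in limma (smallest adjusted p = 1.00). An unadjusted p under 0.05 was reached by 954 of the 26928 probes tested, a smaller share than such a cutoff passes without any effect. The number of genes past the threshold of the study depended on single arrays: the 36 probes became 22 without the replicate 1 array of Senexin A against untreated and 143 without its replicate 2 array, and 58 and 112 without the replicate 1 and replicate 2 arrays of E2+Senexin A against E2. Without the replicate 2 arrays, 3 genes (no E2) and 18 genes (E2) passed the adjusted p.

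With the replicate 2 dyes swapped, 47 genes were higher and 11 lower at the threshold of the study, and 28 genes passed it under both readings of the dyes. The log2 fold change of the brightest GREB1 probe was then 1.57, that of CXCL12 was 2.02 (2.12, 0.72 and 0.028 in its other probes), PGR 1.24, SGK1 1.51, RERG 1.42 and EGR3 1.39, which was at least 2.63-fold higher with E2 as its untreated samples were not well above background. An adjusted p under 0.05 in limma was reached by 6 genes, of which IGSF1 and MGP were named after their values were seen. The 6 were CDH26 (1.73, adjusted p = 0.0369), STC2 (1.34, adjusted p = 0.0369), 1 of 3 probes of the immunoglobulin superfamily gene IGSF1 (1.55, adjusted p = 0.00946; 0.69 in the brightest), the matrix protein MGP (1.04, adjusted p = 0.0427), a second probe of GREB1 (2.16, adjusted p = 0.00946) and, lower with E2, the ribonuclease ANG (-1.46, adjusted p = 0.0369). This number became 0 without the replicate 1 array of Senexin A against untreated, 23 without its replicate 2 array and 29 without the replicate 2 array of E2+Senexin A against E2. Of 51 measured estrogen-induced genes, 36 were higher and 1 lower adjusted over the list alone. Of the 9 lists, 7 passed by camera with the swap as well, and 0 of these did again (smallest adjusted p = 0.123 with an estimated correlation). The interferon list did not pass, with a median of -0.03 (-0.042 in replicate 1 and -0.0039 in replicate 2, adjusted p = 0.376 from limma's camera), and neither did the aryl hydrocarbon receptor list, with -0.43 (adjusted p = 0.124 from limma's camera).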

The effect of estrogen on the majority of those genes (64%; 29/45) was counteracted over 1.5-fold (p < 0.05) by Senexin A addition. 

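With the dyes as in the labels, 0 of the 32 genes changed by E2 were counteracted by Senexin A over 1.5-fold with an unadjusted p under 0.05, and the replicates moved in opposite directions. In replicate 1, 29 of the 30 probes raised by E2 had a lower signal with E2+Senexin A than with E2, with a median log2 ratio of -0.67, and 19 were lower by over 1.5-fold. In replicate 2, 3 of the 30 had a lower signal, the median was 0.41 and 0 were lower by over 1.5-fold. CDH26 and SGK1 both had a log2 ratio of -1.08 in replicate 1, and of 0.51 and 0.71 in replicate 2. CXCL12 had -0.88 and 0.55, RAB31 had -0.85 and 0.78, and MYBL1 had -0.80 and 0.70. GREB1 had -0.67 and -0.04, with a mean of -0.36 (standard error 0.29, n = 2 per group), while its other 2 probes had -0.81 and 0.72, and -0.37 and 0.55. ANG, which is named in the study as lowered by E2, had 1.40 and -1.56. In the mean of both replicates 30 of the 36 probes changed by E2 (83.3%) went the opposite way by any size, against 71.6% on average and at most 82.3% when simulated with E2 effects and no Senexin A effect, and 84.4% on average when simulated with neither. A median of 6.42% of the log2 E2 change was removed.

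With the replicate 2 dyes swapped, 24 of 58 genes changed by E2 (41.4%) were counteracted by over 1.5-fold with an unadjusted p under 0.05. These were 21 of the 47 genes raised by E2 and 3 of the 11 lowered by E2. All went opposite to E2 in both replicates, which a selection on the mean and its p makes likely. CDH26 fell with E2+Senexin A against E2, with a log2 fold change of -0.79 (standard error 0.13, adjusted p = 0.0301 from limma), and RAB31 by -0.82 (standard error 0.13, adjusted p = 0.0211 from limma). SGK1 had -0.89 (standard error 0.19, adjusted p = 0.066 from limma) and MYBL1 had -0.75 (standard error 0.20, adjusted p = 0.141 from limma; -0.36 in its second probe). The second GREB1 probe fell, with -0.76 (adjusted p = 0.0338 from limma), while the brightest GREB1 probe had -0.32 (standard error 0.23, adjusted p = 0.651 from limma) and the third -0.46. ANG rose by 1.48 (standard error 0.12, adjusted p = 0.00235 from limma). In all, 9 of the 24 genes passed an adjusted p under 0.05 for E2+Senexin A against E2. With the replicate number as a block, which no source gives as a pairing, nearly all genes called at an adjusted p in this comparison were lost. At the unadjusted threshold, 23 genes were still counteracted. A median of 39.7% of the log2 E2 change was removed (quartiles 24.9% and 60.7%), and 41 of the 62 probes still differed from untreated cells in the direction of E2. Senexin A without E2 also moved 13 of the 24 genes opposite to E2 at an unadjusted p under 0.05.

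Both comparisons use the same E2 samples, which alone can make them look opposite. In 100 simulated data sets with E2 effects and no Senexin A effect, 5.87% of E2-changed probes on average and at most 10.6% were counteracted with the replicate 2 dyes swapped, against 38.7% observed. These data sets held 90 to 135 E2-changed probes, against 62 observed, which lowers the share. Simulated with no E2 effects, they held 12 to 32 E2-changed probes, of which 22.4% on average and at most 47.6% were counteracted. The number of probes counteracted was at most 12 in both simulations and 24 in the data. The simulated mean by the labels was 13.6% and the observed share 0%. When probes changed over 2-fold by E2 were selected on 1 replicate and the Senexin A effect was measured on the other, 16.3% (selected on replicate 1) and 50% (selected on replicate 2) went the opposite way by over 1.5-fold with the replicate 2 dyes swapped, against 1.88% and 2.22% of all probes, and 1.69% and 1.72% of those selected went the same way by over 1.5-fold. By the labels these shares were 1.68% and 46.9%, against 0.995% and 2.07% of all probes, and 16.2% and 6.25% went the same way. Measured on the interaction, the shares opposite to E2 were 1.69% (selected on replicate 1) and 36.2% (selected on replicate 2) with the swap, and 2.23% and 31.3% by the labels. For the interaction of E2 and Senexin A, which tests the change of the E2 response itself, limma gave 0 genes at an adjusted p under 0.05 with either reading of the dyes (208 probes at an unadjusted p under 0.05 by the labels and 334 with the swap). With the swap this does not show an absence of change, since dye bias can then widen the spread. A simulated bias with an SD of 0.3 left 0% of changes of E2+Senexin A against E2 recovered there. That simulation had an intraspot correlation of -0.39, against 0.473 in the data, where 272 genes were called in this comparison. It thus does not describe the data, and recovery of the interaction was not measured in it. A fit with a dye term, chosen after the values were seen, did call interaction genes with the swap, at an intraspot correlation of 0.965.

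By the labels, the count of 0 genes became 31 without the replicate 2 array of E2+Senexin A against E2, 1 without its replicate 1 array, and 1 without the replicate 2 array of Senexin A against untreated. With the swap, the count of 24 became 42 without the replicate 1 array of E2+Senexin A against E2 and 54 without the replicate 2 array of Senexin A against untreated. From the share of E2-regulated genes whose response was attenuated, the paper proposes in its discussion that the inhibitor acts on such genes globally.

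**Figure D1:**
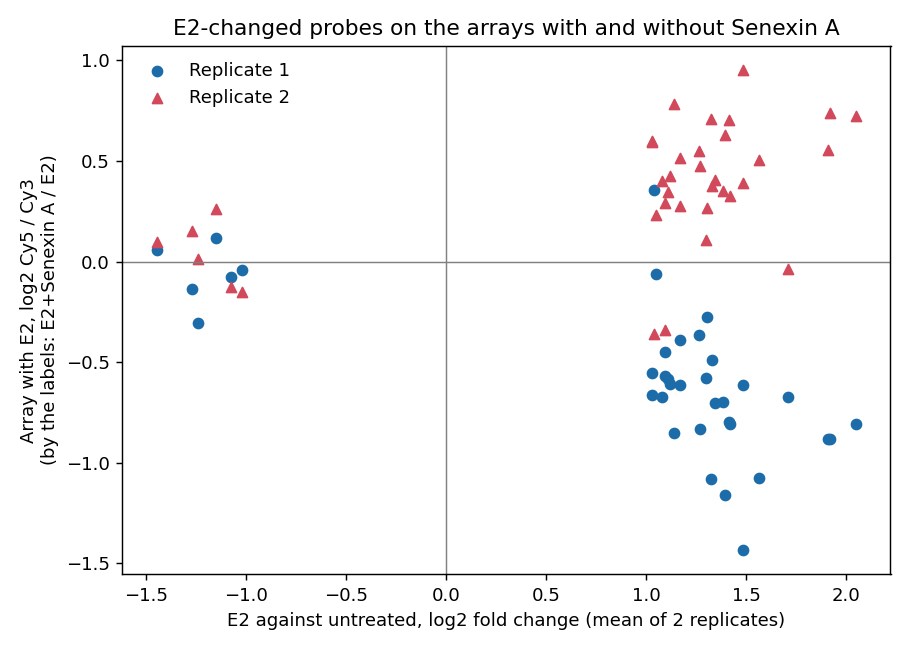
The 36 probes changed by E2 with the dyes as in the labels, each drawn once per replicate. The horizontal axis gives the log2 fold change of E2 against untreated cells and the vertical axis the log2 ratio of Cy5 over Cy3 on the array with E2. Of the 30 probes raised by E2, 29 lie below 0 in replicate 1 and 3 in replicate 2.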

Figure 5B shows qRT-PCR validation of the microarray data for PGR, EGR3, FOS, SKG1, RET, and RERG, all of which were induced by estrogen treatment while Senexin A addition significantly decreased this effect (only in the case of PGR, Senexin A inhibited gene expression even without estrogen addition). On the other hand, ANG gene expression was decreased by estrogen treatment and Senexin A counteracted this effect (Figure 5B).

**Figure 5:**
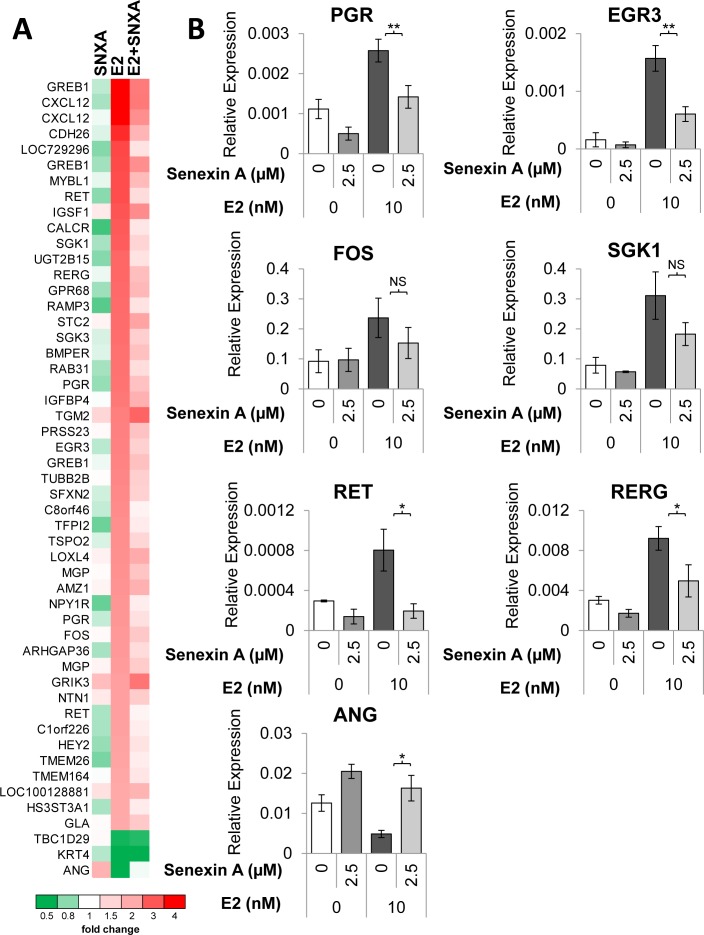
Transcriptomic analysis of the effects of CDK8/19 inhibition on ER signaling **A**. Heatmap of the expression of genes altered > 2-fold (p < 0.05) by estrogen treatment, based on microarray analysis performed on estrogen-deprived MCF7 cells treated with either 10 nM estradiol (E2), 2.5 µM Senexin A (SNXA) or a combination of E2 and Senexin A (E2+SNXA) for 12hr. **B**. q-PCR validation of estrogen regulated genes in MCF7 cells treated with E2 (10 nM) and Senexin A (2.5 µM) for 12 hours. * denotes P < 0.05 and ** denotes P < 0.01.

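The genes of Figure 5B had these levels on the arrays, as mean normalized log2 signals of n = 2 samples per condition with the dyes as in the labels. PGR had 7.34 untreated, 7.16 with Senexin A, 8.42 with E2 and 8.29 with both. The serum- and glucocorticoid-regulated kinase SGK1 had 9.80, 9.76, 11.13 and 10.94 in the same order, and RERG had 9.78, 9.94, 11.13 and 10.98. FOS, a subunit of the transcription factor AP-1, had 10.19, 10.25, 11.15 and 11.03, and RET, a receptor tyrosine kinase, had 10.02, 10.10, 10.92 and 10.76. EGR3 had 6.64, 6.61, 7.80 and 7.76, and was well above background in 1 of 2 untreated samples and in 0 of 2 samples with Senexin A alone. ANG, a ribonuclease that promotes growth of blood vessels, had 13.16, 13.02, 11.96 and 11.88. FOS and the brightest RET probe were under 2-fold, with log2 fold changes with E2 of 0.95 (standard error 0.21) and 0.90 (standard error 0.45), and that of ANG was -1.20 (standard error 0.74, adjusted p = 1.00 from limma). A second RET probe had 1.32 with E2 (standard error 0.60), over 2-fold at an unadjusted p above 0.05. For all 7 genes the change from E2 to E2+Senexin A ran in opposite directions in the 2 replicates, as in PGR (-0.67 in replicate 1 and 0.40 in replicate 2), RERG (-0.70 and 0.40), EGR3 (-0.61 and 0.52), FOS (-0.45 and 0.21) and RET (-0.92 and 0.60).

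With the replicate 2 dyes swapped, E2+Senexin A against E2 had a negative log2 fold change in all 6 genes that E2 raised. The values were -0.54 in PGR (standard error 0.20, adjusted p = 0.283 from limma), -0.56 in EGR3 (standard error 0.12, adjusted p = 0.071 from limma) and -0.33 in FOS (standard error 0.12, adjusted p = 0.282 from limma). They were -0.76 in RET (standard error 0.18, adjusted p = 0.0967 from limma) and -0.55 in RERG (standard error 0.22, adjusted p = 0.324 from limma). The second RET probe was past the threshold of the study with E2 (1.49, standard error 0.36) and counteracted, with -1.01 (standard error 0.26, adjusted p = 0.122 from limma). Without E2, Senexin A gave a log2 fold change of -0.25 in PGR (adjusted p = 0.751 from limma) and -0.44 in RET (adjusted p = 0.386 from limma), while ANG rose by 0.89 (adjusted p = 0.0149 from limma). By the labels the same changes without E2 were -0.18 in PGR (0.17 in its second probe), 0.08 in RET and -0.14 in ANG, and none passed an adjusted p under 0.05. TFF1, which encodes a secreted trefoil peptide, had a log2 fold change with E2 of 0.40 (standard error 0.35) by the labels and 0.67 (standard error 0.38) with the swap, under 2-fold in both.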

### CDK8 is recruited to GREB1 gene upon estrogen stimulation and mediates the association of elongation-competent phosphorylated form of RNA Polymerase II with GREB1

Chromatin immunoprecipitation (ChIP) analysis revealed that ERα binding at GREB1 promoter/enhancer regions (close to EREs, as previously reported [25, 26]) is increased following E2 treatment but not significantly affected by CDK8 kinase inhibition (Figure 6A). Remarkably, CDK8 is also strongly recruited to GREB1 promoter/enhancer regions upon the addition of E2; this recruitment is also not significantly affected by Senexin A (Figure 6B; IgG control data are shown in Supplemental Figure 1A). In contrast to its effect on ER-inducible GREB1 gene, E2 had no effect on either ERα or CDK8 binding to a control housekeeping gene, GAPDH (Figure 6A-6B). To test whether decreased E2-dependent gene expression in response to CDK8 inhibition is due to an effect on Pol II CTD phosphorylation at S2 (S2P), which enables the elongation of transcription, we performed ChIP for RNA Pol II S2P on estrogen-deprived MCF7 cells treated with E2 alone or in combination with Senexin A. E2 treatment strongly increased S2P binding along the full length of GREB1, indicating elongation of transcription, while Senexin A significantly decreased the amount of S2P associated with GREB1 in E2-treated cells. In contrast, Senexin A had no significant effect on S2P binding and distribution along the housekeeping GAPDH gene, in agreement with the lack of general CDK8 requirement for transcription (Figure 6C; IgG control data are shown in Supplemental Figure 1B). These results suggest that inhibition of CDK8 kinase activity results in decreased E2-dependent transactivation by inhibiting E2-induced S2 phosphorylation of the Pol II CTD and its associated transcriptional elongation of ER-dependent genes.

**Figure 6:**
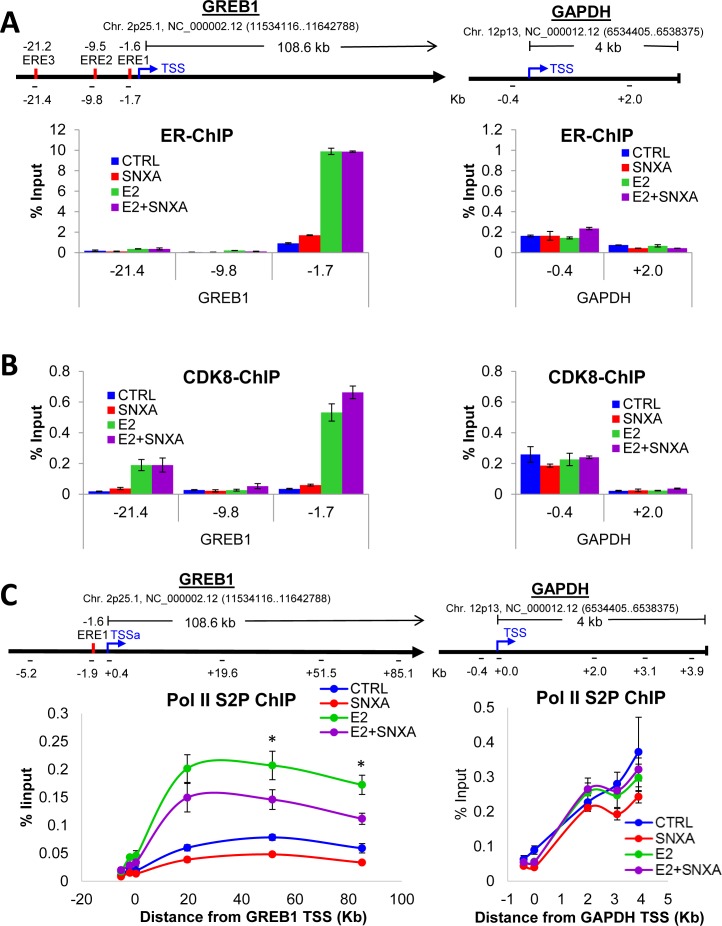
Chromatin immunoprecipitation (ChIP) analysis of ER regulation by CDK8/19 ChIP for ER **A**., CDK8 **B**. and RNA-PolII S2P **C**. was performed on estrogen-deprived MCF7 cells treated with E2 (10 nM) and Senexin A (2.5 µM) for 12 hours. ChIP was followed by q-PCR of different regions of GREB1 and GAPDH. The schematics in **A**. show transcriptional start site (TSS), estrogen receptor binding elements (EREs) and primer binding locations used in **A**. and **B**. (indicated by black bars, with primer positions are listed as the distance from the TSS (Kb)). The schematics in C show the primer binding locations as the distance from the TSS of the respective gene (Kb). * denotes P < 0.05.

### Inhibition of CDK8/19 suppresses the mitogenic effect of estrogen

We asked whether decreased E2-dependent transcription in response to CDK8 inhibition would correspond with a decrease in estrogen-mediated mitogenic signaling. The addition of estradiol to estrogen-depleted MCF7, BT474 and T47D-ER/Luc cells induced robust cell proliferation but this effect of estradiol was abolished by the co-administration of Senexin A (Figure 7A). MCF7-Veh cells are a MCF7 derivative that was adapted to grow in the absence of estrogen and is only weakly stimulated by estrogen [24]. Senexin A had only a weak effect on estrogen-stimulated growth of these cells, reducing their growth to the level of estrogen-untreated cells, in contrast to a much stronger effect on the parental MCF7 cells (Figure 7A), indicating that the anti-mitogenic effects of CDK8/19 inhibition were mediated primarily through ER signaling.

**Figure 7:**
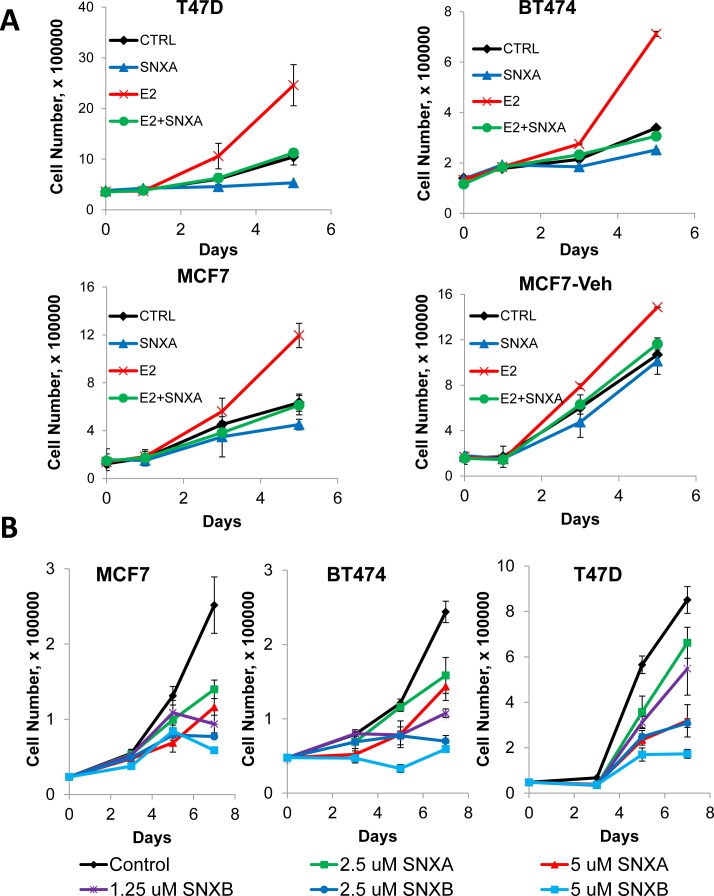
Anti-mitogenic effects of CDK8/19 inhibition in ER-positive breast cancer cells **A**. Effect of 10 nM estradiol (E2) in the presence and absence of 5 µM Senexin A on the growth of estrogen deprived BT474, T47D-ER/Luc, MCF7 and MCF7-Veh cells over 5 days. **B**. Effects of CDK8/19 inhibitors on the growth of MCF7, BT474 and T47D-ER/Luc cells in estrogen-containing media. Cells were treated with a range of Senexin A and Senexin B concentrations and the cell growth was measured by cell counting on days 3, 5 and 7 after treatment.

Senexin A also had a dose dependent growth inhibitory effect on ER-positive cells in regular (estrogen-containing) media (Figure 7B). Flow cytometric analysis showed no apparent increase in membrane-permeable (dead) cells after Senexin A treatment (Supplemental Figure 2), indicating that its growth-inhibitory effect was cytostatic rather than cytotoxic. We also evaluated the effects of Senexin B, a newly optimized derivative of Senexin A, which has the same high selectivity for CDK8/19 and is more potent than Senexin A [27]. As expected, Senexin B was more efficient in inhibiting cell growth in the three cell lines compared to Senexin A (Figure 7B).

### CDK8/19 inhibitors prevent the emergence of long-term estrogen independence

Long-term culture of cells in the absence of estrogen mimics the effects of aromatase inhibition in cell culture and exposure of ER-positive cells to long-term estrogen deprivation (LTED) results in the emergence of cells which no longer require estrogen to maintain cell growth [28]. We sought to determine whether combining CDK8/19 inhibition with LTED would slow down or prevent the development of estrogen independence in ER-positive breast cancer cells. To assess this, MCF7, BT474 and T47D-ER/Luc cells were maintained under estrogen depleted conditions and then treated with a range of inhibitors that were previously shown to inhibit the development of estrogen independence [29], including a PI3K inhibitor GDC0941 (pictilisib), a HER2 inhibitor lapatinib and a mTOR inhibitor RAD001 (everolimus), as well as Senexin A and Senexin B. CDK8/19 inhibitors strongly reduced the emergence of estrogen independent cells (Figure 7), with a more potent Senexin B showing a stronger effect than Senexin A. CDK8/19 inhibitors were more effective than mTOR inhibitors or HER2 inhibitors (except for the HER2-positive BT474 cells), and only the PI3K inhibitor, the only cytotoxic agent in this set, was as efficacious as the non-cytotoxic Senexin B (Figure 8). Hence, CDK8/19 inhibition prevents the development of estrogen independence in ER-positive breast cancer cells.

**Figure 8:**
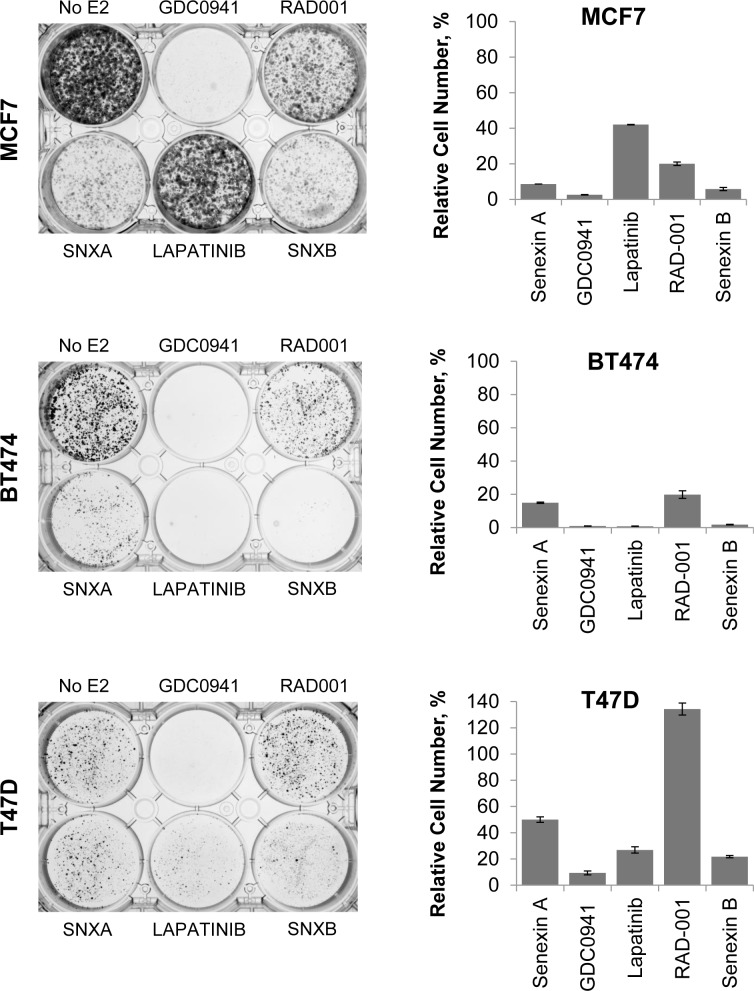
Effects of CDK8/19 inhibition on the emergence of estrogen independent cells Long term growth of MCF7, BT474 and T47D-ER/Luc cells in estrogen deprived media in the presence of Senexin A (5 µM), GDC0941 (1 µM), Lapatinib (1 µM), RAD001 (200 nM) and Senexin B (5 µM). Media and drug were replenished every 3-4 days. Cells were fixed and stained with crystal violet after 15 days for MCF7, 20 days for BT474 and 39 days for T47D-ER/Luc. Additional treated plates of cells were counted and cell counts expressed relative to untreated cells.

### Inhibition of CDK8/19 suppresses tumor growth and potentiates the effect of fulvestrant *in vitro* and *in vivo*

To examine whether CDK8/19 inhibition may potentiate the effects of ER-inhibiting drugs in estrogen-dependent breast cancer, MCF7, T47D-ER/Luc and BT474 were treated with Senexin A or B, alone or in fixed ratio combinations with a SERD fulvestrant. Senexin A and Senexin B both showed synergy with fulvestrant in MCF7, T47D-ER/Luc and BT474 cells (Figure 9A and Table 1), with the most efficacious effect occurring in BT474 cells when Senexin B was combined with fulvestrant giving a Combination Index (CI) value of 0.16 ± 0.08 (Table 1).

**Figure 9:**
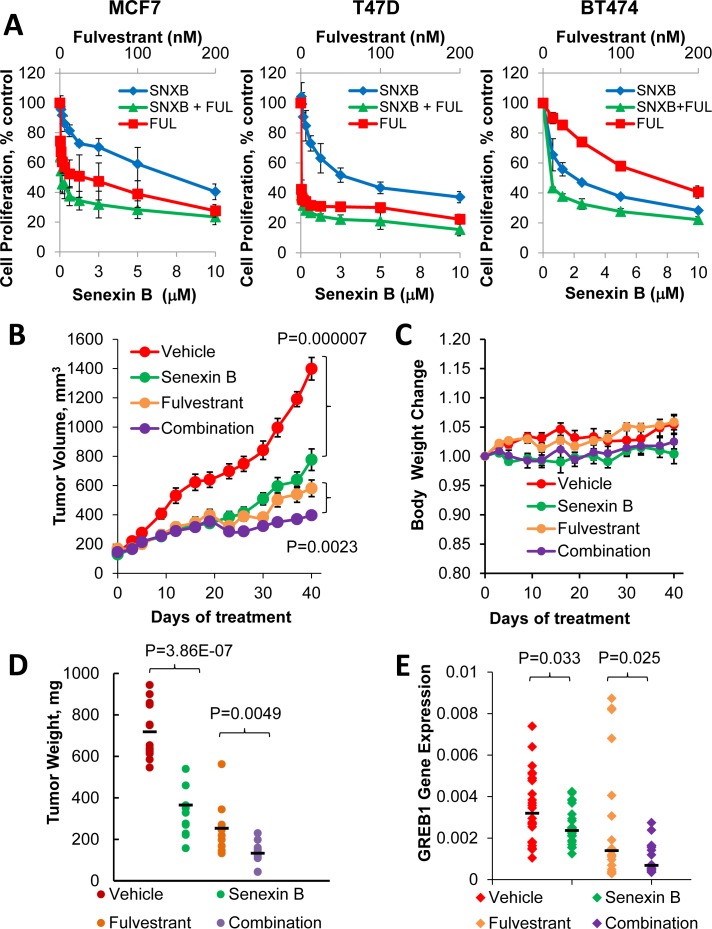
Effects of a CDK8/19 inhibitor and fulvestrant on ER-positive breast cancer cell growth ***in vitro*** and ***in vivo.* A**. Growth inhibitory effects of Senexin B, fulvestrant and a 50:1 mixture of Senexin **B** and fulvestrant in MCF7, BT474 and T47D-ER/Luc. B. Tumor volume changes, **C**. relative mouse body weight changes, and **D**. terminal tumor weights of xenografts generated by subcutaneous injection MCF7 cells in NSG mice (*n* = 11-13 per group), treated with vehicle control, Senexin B (100 mg/kg, twice daily), fulvestrant (5 mg/kg, twice weekly) or a combination of Senexin B and fulvestrant, over 40 days. Data are expressed as Mean ± SEM. **E**. q-PCR analysis of GREB1 gene expression in RNA extracted from MCF7 xenograft tumors.

**Table 1:** The effects of fulvestrant and Senexin A or B when combined in a fixed ratio on MCF7, BT474 and T47D-ER/Luc cells measured by MTT assay

Cell Line	Drug 1	Drug 2	drug combination ratio	CI
**MCF7**	Senexin A	Fulvestrant	50 nM : 1 nM	0.39 ± 0.17
	Senexin B	Fulvestrant	50 nM : 1 nM	0.19 ± 0.11
**T47D-ER/Luc**	Senexin A	Fulvestrant	50 nM : 1 nM	0.49 ± 0.36
	Senexin B	Fulvestrant	50 nM : 1 nM	0.20 ± 0.02
**BT474**	Senexin A	Fulvestrant	50 nM : 1 nM	0.44 ± 0.12
	Senexin B	Fulvestrant	50 nM : 1 nM	0.16 ± 0.08

CI values were calculated at 50% effective dose (ED50) using Compusyn software whereby values <1 indicate additive effect, values < 0.7 indicate synergism and values <0.3 indicate strong synergism.

To determine whether the tumor-suppressive effects of CDK8 inhibition and potentiation of fulvestrant activity observed *in vitro* would be recapitulated *in vivo*, we treated mice bearing MCF7 xenograft tumors with a vehicle, Senexin B or fulvestrant alone or with a combination of Senexin B and fulvestrant over a period of 40 days. Both fulvestrant and Senexin B when used alone produced a significant decrease in tumor volume (Figure 9B) without apparent toxicity or significant effects on mouse body weight (Figure 9C). A significant decrease in tumor volume (*p* = 0.0023) (Figure 9B) and terminal tumor weights (*p* = 0.0049) (Figure 9D) between fulvestrant alone and fulvestrant in combination with Senexin B was also observed, indicating that the combination treatment is tolerable and more effective at decreasing tumor growth compared to ER-targeted single agent therapy. Analysis of ER-regulated GREB1 mRNA expression in tumors of different groups indicated that GREB1 expression was significantly suppressed by Senexin B treatment alone (*p* = 0.033). When Senexin B was combined with fulvestrant there was further suppression of GREB1 expression compared to fulvestrant alone (*p* = 0.025) (Figure 9E). These results demonstrate that CDK8/19 inhibition suppresses ER-positive breast cancer growth and potentiates the growth-inhibitory effect of fulvestrant *in vitro* and *in vivo*.

## DISCUSSION

Transcription-regulating kinases CDK7, CDK9 and CDK8/19 have become actively pursued targets in cancer therapy, due in part to their effects on super-enhancers that develop during carcinogenesis and become essential for the survival of tumor cells [14, 30]. A number of groups are developing inhibitors of CDK8/19 Mediator kinase [31], which show numerous effects on oncogenic transcriptional signaling [31, 32] and potentiate the effects of chemotherapeutic drugs by blocking drug-induced transcriptional activation of proteins associated with drug resistance and tumor progression [13]. As single agents, however, CDK8/19 kinase inhibitors showed little or no growth-inhibitory effect in the majority of tested tumor and normal cell types [13]. While the linkage of CDK8 to carcinogenesis was originally discovered in colon cancer [15], CDK8/19 kinase inhibitors did not inhibit the growth of CDK8-overexpressing colon cancer cells [14, 33]. The first evidence for single-agent activity of CDK8/19 inhibitors was reported for a subset of leukemia cell lines, where CDK8/19 inhibition had a strong anti-proliferative effect through hyper-activating super-enhancer-associated genes in such leukemias [14]. We [13, 20] and others [21] have previously shown that CDK8/19 is a negative prognostic marker in breast cancer. In the present study, we have discovered that CDK8 inhibition also inhibits ER signaling and suppresses the growth of ER-positive breast cancer cells, the most common type of breast cancer, *in vitro* and *in vivo*.

Inhibition of ER-mediated transcription by selective small-molecule CDK8/19 inhibitors Senexin A and Senexin B was demonstrated both at the level of the ER-responsive promoter and endogenous gene expression, in three different ER-positive cell lines. 

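Among 22 gene lists fixed in advance, the 52 estrogen-induced genes measured on the arrays had a median log2 fold change of -0.09 for E2+Senexin A against E2 with the dyes as in the labels, from -0.43 in replicate 1 and 0.26 in replicate 2 (adjusted p = 0.705 from limma's camera test). Aryl hydrocarbon receptor targets, G1/S genes, G2/M genes and interferon-stimulated genes also had medians of opposite sign in the 2 replicates. Only the 13 housekeeping genes passed the test (adjusted p = 0.0231 from camera, adjusted p = 0.985 with an estimated correlation and 0.336 with the mean of all probes of a gene). Of these, 4 were higher adjusted over the list alone, while the list's median was 0.02 and its mean 0.22. They were the cytoskeletal actin ACTB (1.00, standard error 0.11, adjusted p = 0.00571 from limma), the ribosomal protein RPLP0 (0.78, standard error 0.13, adjusted p = 0.0414 from limma), the ubiquitin gene UBC (0.64, adjusted p = 0.128 from limma) and the peptidyl-prolyl isomerase PPIA (0.52, adjusted p = 0.167 from limma). The other probes of these genes had lower values, with 0.00 in ACTB, 0.43 in RPLP0, 0.41 and 0.33 in UBC, and -0.015 to 0.080 in the 4 of PPIA. By the labels these are ratios of Cy5 over Cy3 in both replicates, so dye bias cannot be told apart from Senexin A in them. For Senexin A against untreated and for the interaction of E2 and Senexin A, 0 of the 22 lists passed with the dyes as in the labels.

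With the replicate 2 dyes swapped, 51 estrogen-induced genes were measured, of which 27 fell and 7 rose with E2+Senexin A against E2 in limma when adjusted over the list alone (4 fell and 3 rose over all probes). Their median was -0.34 (adjusted p = 3.75e-10 from camera, adjusted p = 0.558 with an estimated correlation), and that of the interaction was -0.26 (adjusted p = 1.18e-24 from camera, adjusted p = 0.678 with an estimated correlation). Among the 7 that rose was the amino acid transporter gene SLC7A5 (0.97, standard error 0.15, adjusted p = 0.0241 from limma), and the transcription factor MYC had 0.49 (standard error 0.11, adjusted p = 0.0766 from limma). Of 36 G1/S and DNA replication genes, 2 fell adjusted over the list alone, with a median of -0.21 (adjusted p = 1.82e-09 from camera, adjusted p = 0.558 with an estimated correlation). The 28 G2/M genes had a median of -0.18 (adjusted p = 2.10e-06 from camera, adjusted p = 0.558 with an estimated correlation). Of 29 interferon-stimulated genes, 11 fell and 2 rose adjusted over the list alone, with a median of -0.23 (adjusted p = 2.76e-04 from camera, adjusted p = 0.666 with an estimated correlation). Only 4 of 14 fibroblast markers were measured, with a median of -0.28 (adjusted p = 0.0324 from camera, adjusted p = 0.558 with an estimated correlation). The luminal epithelial, leukocyte, hypoxia, p53, NF-kappaB, TGF-beta, Wnt and cholesterol lists did not pass for E2+Senexin A against E2 with either reading of the dyes.

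**Figure D2:**
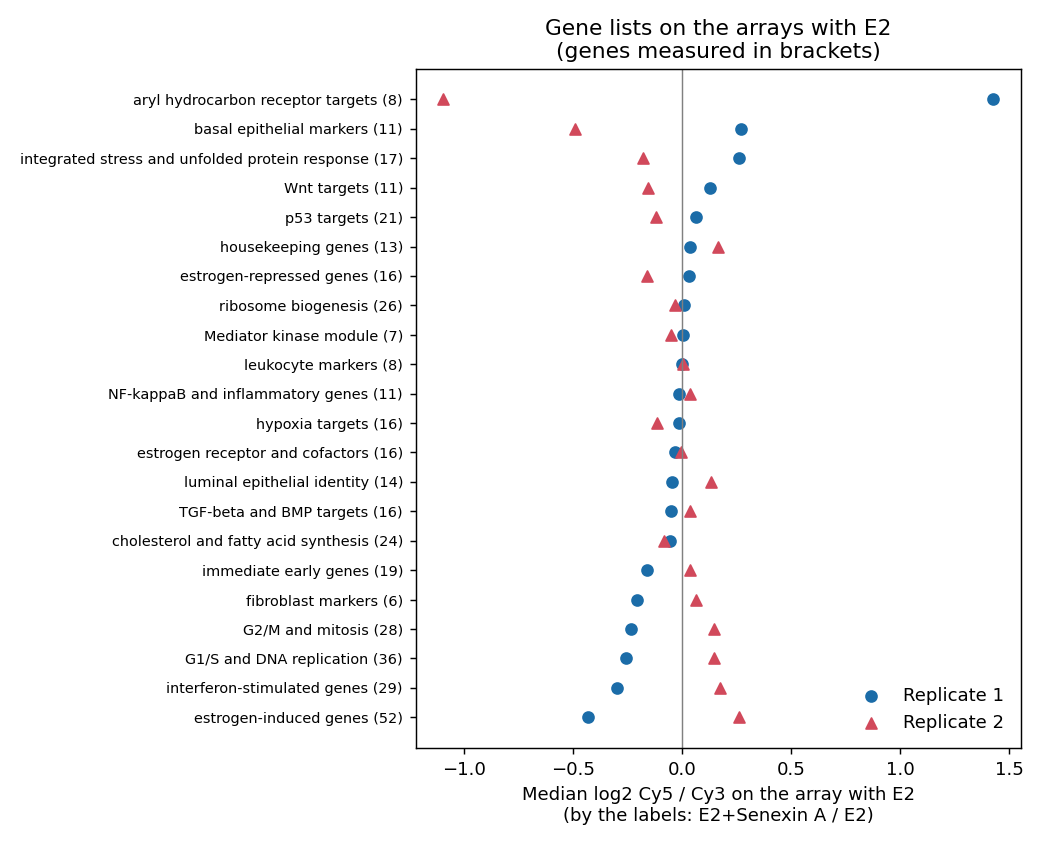
Median log2 ratio of Cy5 over Cy3 on the arrays with E2 for each of 22 gene lists, with the number of genes measured in brackets. Circles stand for replicate 1 and triangles for replicate 2. By the labels the ratio is E2+Senexin A over E2, and the estrogen-induced genes lie at -0.43 in replicate 1 and at 0.26 in replicate 2.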

Microarray analysis suggested that the effect on ER-regulated genes is global, since the effect of estrogen on most ER-regulated genes was attenuated by CDK8 inhibition. Although Senexin A and Senexin B, like all other reported CDK8 inhibitors, inhibit both CDK8 and CDK19, CDK8 appears to be sufficient for the effect on ER-dependent transcription at least in some ER-positive cell lines, since knockdown or knockout of CDK8 alone was sufficient to suppress both ER-dependent transcription and the effects of CDK8/19 kinase inhibitors on ER-regulated gene expression in BT474 cells. Remarkably, CDK8 inhibition prevented the induction of ER-responsive genes upon estrogen addition to estrogen-depleted cells but did not inhibit such genes in cells maintained in the presence of estrogen. The requirement for CDK8 in de novo gene expression induction but not for sustained expression of genes that are already actively transcribed is in agreement with the previous reports on the effects of CDK8 on other transcription-initiating factors [10, 11].

The effect of CDK8 on transcription appears to be exerted downstream of ER, since CDK8 does not affect the levels of ERα protein, estrogen-induced changes in ERα stability or its phosphorylation at S118, a major but not the sole site of ERα phosphorylation in response to estrogen stimulation [34, 35]. CDK8 inhibition also did not affect the recruitment of ERα to the promoter/enhancer regions of ER-regulated GREB1 gene, indicating that CDK8 exerts its effect downstream of ER. We have found here that CDK8 is recruited, along with ER, to the GREB1 promoter upon estrogen stimulation but this recruitment was also unaffected by CDK8 kinase inhibition. On the other hand, CDK8 inhibition decreased estrogen-stimulated binding of the elongation-competent CTD-phosphorylated S2P form of Pol II, indicating that this phosphorylation provides a mechanism for ER potentiation of CDK8, in agreement with the previously described effects of CDK8 on the transcriptional serum network and HIF1A-induced transcription [10, 11].

Inhibition of ER-mediated transcriptional signaling by CDK8/19 inhibitors was associated with a strong inhibition of the mitogenic effect of estrogen in ER-positive breast cancer cell lines and with cytostatic growth inhibition of ER-positive cells in estrogen-containing media. The anti-mitogenic effect of CDK8/19 inhibitors appears to be mediated primarily or exclusively by ER signaling, since this effect was drastically reduced in a cell line selected for estrogen independence (MCF7-Veh).

Since SERDs act directly on ER and CDK8 acts downstream of it, combining SERDs with CDK8 inhibitors could have a combinatorial or synergistic effect. (In contrast to SERDs, the tumor-suppressive activity of SERMs, such as tamoxifen, involves ER-mediated transcriptional signaling which is modified by this drug [36], and CDK8/19 inhibition could potentially interfere with the effect of SERMs by suppressing ER signaling.) Indeed, a SERD fulvestrant showed a positive interaction with CDK8/19 inhibitors, both *in vitro* and *in vivo*. Interestingly, while the *in vitro* growth-inhibitory effect of fulvestrant alone was much stronger than that of Senexin B alone, the *in vivo* effects of the two compounds were similar, possibly reflecting a role of CDK8/19 in tumor-stromal interactions [13]. Importantly, the combination of Senexin B and fulvestrant showed no apparent toxicity, while producing a stronger tumor-suppressive effect than either drug alone.

We have also found that CDK8/19 inhibitors prevent the development of estrogen independence upon long-term estrogen deprivation (which mimics the effects of aromatase inhibitors) in all three tested ER-positive cell lines. This effect is probably due to the general role of CDK8 in mediating transcriptional reprogramming by enabling the elongation of transcription of newly activated genes [9, 10]. CDK8/19 inhibitors therefore may suppress transcriptional changes associated with the activation of the compensatory signal transduction pathways that complement ER signaling, leading to estrogen independence. The ability to prevent the development of estrogen independence, a major clinical problem in hormone therapy of ER-positive cancers, may offer the greatest therapeutic benefit in the future clinical use of CDK8/19 inhibitors.

## MATERIALS AND METHODS

### Cell culture and reagents

MCF7 and BT474 cells were obtained from ATCC (Manassas, VA, USA); T47D-ER/Luc, which expresses luciferase from an ER-dependent consensus promoter, was obtained from Signosis (Santa Clara, CA, USA); the generation of MCF7-Veh cells was previously described [28]. BT474 cells were maintained in RPMI-1640 (ThermoFisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (FBS) (Atlanta Biologics, Flowery Branch, GA, USA), 1% penicillin-streptomycin and 2mM L-glutamine (VWR, Radnor, PA, USA). T47D-ER/Luc cells were maintained in the same media as BT474 cells with 75 µg/ml of G418 (Sigma-Aldrich). MCF7 cells were maintained in DMEM-high glucose media (ThermoFisher Scientific) with 10% FBS, 1% penicillin-streptomycin and 2 mM L-glutamine, 1 mM sodium pyruvate (Sigma-Aldrich) and 5 mg insulin (Sigma-Aldrich). For estrogen deprivation (ED), BT474 and T47D-ER/Luc cells were maintained in phenol-red free RPMI-1640 with 10% FBS and MCF7 cells were maintained in phenol-red free DMEM/Hams F12 with 10% FBS (with the same additives as indicated above). After three days, cells were plated in either phenol-red free RPMI-1640 or phenol-red free DMEM/Hams F12 with 10% charcoal-dextran-stripped FBS (ThermoFisher Scientific) (with all additives indicated above) and allowed to grow for 24-72 hours prior to treatment. MCF7-Veh cells were maintained under constant ED conditions. All cell lines were routinely confirmed to be free of Mycoplasma (MycoAlert PLUS mycoplasma detection kit (Lonza, Walkersville, MD, USA) and were authenticated by STR profiling by the University of Arizona Genetic Core (Tucson, AZ, USA) in August 2016. Estradiol (E2) was obtained from Sigma-Aldrich (St Louis, MO, USA), Senexin A and Senexin B dimaleate were from Senex Biotechnology (Columbia, SC, USA), GDC0941 (pictisilib) and RAD001 (everolimus) were from Selleck Chemicals (Houston, TX, USA), Lapatinib was from LC Laboratories (Woburn, MA, USA), Fulvestrant was from ApexBio (Houston, TX, USA).

### Gene expression correlation analysis

Correlation analysis between expression levels of pairs of genes in the Affymetrix microarray dataset of 3,491 breast cancers [37], was carried out using Microsoft Excel. Signal values for 3,491 samples were arranged in ascending order for the first gene and divided into 35 bins of 100 samples (91 samples in the last bin). The median signal values for the first and the second genes were computed for each bin and plotted on log(2) scale. R-squared values for correlation were computed for Power regression.

### Promoter assay

T47D-ER/Luc cells were plated under ED conditions and after 48-72 hours were treated with a range of concentrations of Senexin A, then one hour later with 10 nM E2. Cells were then incubated for a further 18 hours, trypsinized, counted and lysed in lysis buffer (Promega, Madison, WI, USA). Luciferase was measured with Dual-Luciferase E1960 Reporter Assay (Promega) and fluorescence read on FluroStar Optima 960 plate reader using Optima software and normalized by cell number.

### Long term estrogen deprivation assays

MCF7, BT474 and T47D-ER/Luc cells were seeded into duplicate 6-well plates under ED conditions. After 24 hours cells were treated with: Senexin A (5 µM), GDC0941 (pictisilib) (1 µM), Lapatinib (1 µM), RAD001 (everolimus) (200 nM) and Senexin B (5 µM), with DMSO as a vehicle control. Media and drug were replenished every 3-4 days. After 15 days (MCF7), 20 days (BT474) or 39 days (T47D-ER/Luc) one plate was stained with Crystal violet and imaged using a ChemiDoc™ Imaging system. Cells on the remaining plate were trypsinized and counted.

### Mitogenic stimulation assays

Cells were seeded in 6-well plates under ED conditions; after 24 hours an initial cell count was performed (Day 0). Cells were then treated with 10 nM E2 and/or 5 µM Senexin A and cell counts were performed on days 1, 3 and 5 after treatment. Cells were counted in triplicate and cell numbers were plotted relative to control cells.

### Synergy assays

Cells were seeded into 96-well plates and after 24 hours plates were treated with Senexin A or B (0 - 10 µM) and fulvestrant (0 - 200 nM) alone or together in a fixed ratio of 50:1. After 7 days cell proliferation was measured by MTT assay (Sigma-Aldrich).

### Western blotting

Protein (50 µg) was resolved on 8% Express-Plus PAGE gels in Tris-MOPS (SDS) running buffer (GenScript, Piscataway, NJ, USA), transferred to PVDF membranes and incubated at 4°C overnight with primary antibodies: CDK8 (sc-1521, SantaCruz, Santa Cruz, CA, USA), CDK19 (HPA007053, Sigma-Aldrich), ER (sc-543, SantaCruz), phospho-ER Ser118 (sc-101675, SantaCruz) and GAPDH (#5174, Cell Signaling Technology, Danvers, MA, USA) followed by either anti-goat (sc-2020, SantaCruz), anti-rabbit (#31460, ThermoFisher Scientific) or anti-mouse (31430, ThermoFisher Scientific) secondary antibodies. Bands were visualized with Western Lighting Plus ECL detection reagent (Perkin Elmer, Waltham, MA, USA) using ChemiDoc Touch™ (BioRad). Images were analyzed and densitometry performed using ImageLab software (Biorad).

### RNA extraction, reverse transcription, and q-PCR

Cells were seeded in 6-well plates under ED conditions and treated with 10 nM E2 and/or 2.5 µM Senexin A for 6 and 12 hours. Total RNA was extracted using RNAeasy Mini Kit (Qiagen, Hilden, Germany) and 1 µg of total RNA was used to generate cDNA using iScript cDNA synthesis kit (BioRad, Hercules, CA, USA). Gene expression was quantified using iTaq Universal SYBR green super mix on a CFX384 Real time system (BioRad). Primers used for real-time PCR are listed in Supplemental Table 1.

### ChIP assays

Estrogen-deprived MCF7 cells treated with either 10 nM estradiol (E2), 2.5 µM Senexin A or a combination of E2 and Senexin A for 12hr and ChIP assays were performed as previously described [38]. Briefly, cells were fixed with 1% (v/v) formaldehyde, harvested for whole cell lysate preparation and immunoprecipitation was performed with 2 µg of antibodies against CDK8 (sc-1521, SantaCruz), ER-α (sc-543, SantaCruz), RNA-Pol II-S2P (C152000005, Diagenode) and rabbit and goat IgG (sc-2027, sc-2028, Santa Cruz) and enriched DNA was analyzed by q-PCR with ChIP primers (Supplemental Table 2).

### Generation of CDK8 knockout and knockdown cells

BT474 CDK8 CRISPR-Cas9 knockout cells were generated by lentiviral transduction using lentiCRISPR v2 (#52961 Addgene) with the sgRNA targeting human CDK8 (TGCAGCCCTCGTATTCAAACAGG) (designed online using www.crispr.mit.edu and cloned by Viral Vector Core (University of South Carolina School of Medicine)). Parental vector (no-sgRNA) was used a negative control. BT474 CDK8 knockdown cells were generated using pLKO.1 lentiviral virus expressing CDK8 shRNAs (GAACCTGGTATGGGCCATGAG, from Sigma-Aldrich). All virus production was performed in HEK 293FT cells (Invitrogen, Carlsbad, CA, USA). Briefly, at T = 0 cells were transiently transfected with 2 ml of a calcium phosphate precipitation mixture containing pMD2.G (3 μg/ml), psPAX2 (6μg/ml) (Addgene) and 12 μg/ml of pLKO.1 transfer plasmid. At T = 16h, medium was replaced. At T = 24h, 40h and 48h medium was collected, concentrated by overnight centrifugation and re-suspended at a concentration of 1000X in PBS. BT474 cells were infected with MOI = 4 (shCDK8) and MOI = 5 (sgCDK8) followed by 72h puromycin selection (2 µg/ml). Both shRNA knockdown and CRISPR-Cas9 knockout were performed by the Functional Genomics Core (FGC) of the COBRE Center for Targeted Therapeutics, University of South Carolina.

### Microarray analysis

Cells were seeded in biological duplicates under ED conditions, treated with 2.5 µM Senexin A for 24 hours and then treated with 10 nM E2 for 12 hours. Total RNA was extracted as described above and RNA quality was tested using Bioanalyser (Agilent, Santa Clara, CA, USA). Samples were analyzed at the FGC using dual-channel Agilent arrays. Data analysis was performed using limma package in R [39, 40]. Heatmap and unsupervised clustering (using Euclidean distance and Ward clustering) for genes affected at least 2-fold (p < 0.05) by E2 treatment were also performed in R using gplots package [41]. The microarray data in this manuscript is available on the GEO database (GSE93193). A subset of identified genes was validated in biological triplicates by q-PCR.

### *In vivo* xenograft experiments

All animal studies were performed according to guidelines established by the Institutional Animal Care and Use Committee (IACUC) at the University of South Carolina (Columbia, SC). MCF7 cells (1×10^7^ in 50% matrigel) were injected subcutaneously into the flanks of fifty female NSG mice (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ: Stock No: 005557, Jackson Laboratory, Bar Harbor, ME, USA) bearing a 0.36 mg 17β-estradiol pellet (Innovative Research of America, Sarasota, FL, USA). Once tumors reached 100-200 mm^3^ volume, 4 groups of mice (*n* = 11-13) were treated with vehicle, Senexin B dimaleate (100 mg/kg; twice daily, oral gavage in 6.25% 2-Hydroxypropyl-β-cyclodextrin, 1% Dextrose buffer) alone or in combination with fulvestrant (5 mg/mouse; s.c; once/week). Tumor volumes were measured twice weekly with calipers and volumes were calculated using the formula V = W2 x L/2. After 40 days mice were euthanized, tumors were excised and weighed. Tumor fragments measuring 20-30 mg were homogenized in 700 µl of Qiazol reagent and QiaShredder columns, and RNA extracted using chloroform and the RNAeasy Mini Kit (Qiagen), for q-PCR analysis.

### Statistical analysis

All results were presented as mean ± standard deviation of 4-8 parallel assessments. Similar results were obtained from a minimum of two independent experiments. Combination index (CI) values were calculated for MTT combination treatments, using CompuSyn synergy software based on the drug combination principles of Chou-Talalay [42], providing a quantitative definition for additive effect (CI = 1), synergism (CI < 1), and antagonism (CI > 1) in drug combinations. Statistical significance was tested using two-sided Student T-tests and populations were considered significantly different at P < 0.05.

## SUPPLEMENTARY MATERIALS

# Supplementary material for: Inhibition of CDK8 mediator kinase suppresses estrogen dependent transcription and the growth of estrogen receptor positive breast cancer
**Source:** Oncotarget. 2017 Jan 29;8(8):12558–75. doi: 10.18632/oncotarget.14894
**Supplement:** Supplementary file 1

Inhibition of CDK8 mediator kinase suppresses estrogen dependent transcription and the growth of estrogen receptor positive breast cancer

Supplementary Material

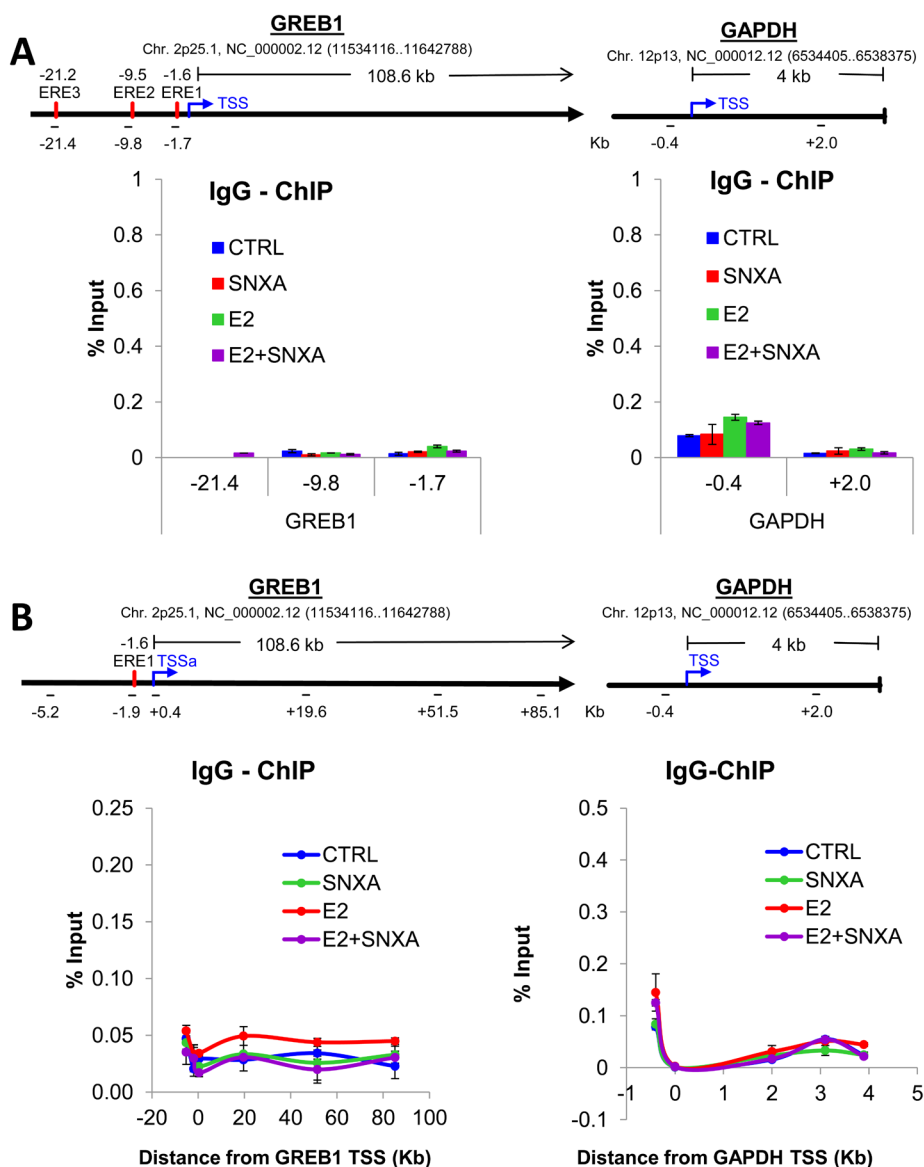

Supplemental Figure 1: A. Chromatin immunoprecipitation (ChIP) for IgG negative control was performed on estrogen-deprived MCF7 cells treated with E2 (10 nM) and Senexin A (2.5 μ M) for 12 hours. The transcriptional start site (TSS), estrogen receptor binding elements (EREs) and primer binding locations (indicated by black bars, with primer positions are listed as the distance from the TSS (Kb)) are depicted on a schematic of both human GREB1 and GAPDH genes. **B.** IgG negative control ChIP was performed on estrogen-deprived MCF7 cells treated with E2 (10 nM) and Senexin A (2.5 μ M) for 12 hours. ChIP was followed by q-PCR of multiple regions along GREB1 and GAPDH, schematics showing locations where the primers bind listed as the distance from the TSS of the respective gene (Kb).

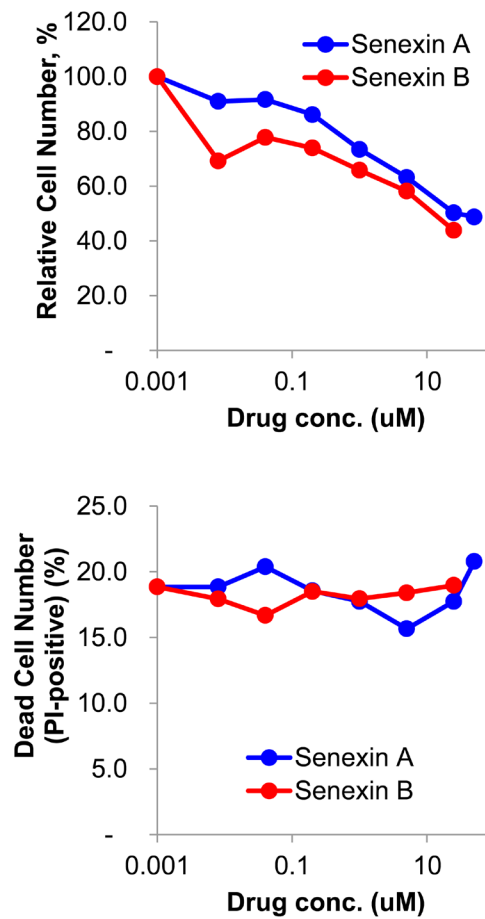

Supplemental Figure 2: Effects of different concentrations of Senexin A and Senexin B over 72 hours in MCF7 cells analyzed by flow cytometry after staining with propidium iodide. Top: cell growth relative to untreated cells, measured by the number of live (PI-negative) cells. Bottom: fraction of dead (PI-positive) cells.

Supplemental Table 1: Primer sequences used for qRT-PCR analysis

Primer		Sequence
GREB1	Forward	AAACAGCTGCAAGGAGGAAG
	Reverse	AACACGTGTGGTGA CTGGAG
CXCL12	Forward	CAGAGCTGGGCTCCTACTGT
	Reverse	GCATTGACCCGAAGCTAAAG
TFF1	Forward	AATTCTGTCTTTCACGGGGG
	Reverse	GGAGAACAAGGTGATCTGCG
PGR	Forward	CGATGCAGTCATTTCTTCCA
	Reverse	AATCTGTGGGGATGAAGCAT
EGR3	Forward	TCCATTACAATCAGATGGCTACAGA
	Reverse	TGGTCAGACCGATGTCCATTAC
FOS	Forward	AGGAGGGAGCTGACTGATACACTC
	Reverse	GCAGACTTCTCATCTTCTAGTTGGTCT
SGK1	Forward	GCAGAAGAAGTGTTCTATGCAGT
	Reverse	CCGCTCCGACATAATATGCTT
RET	Forward	AAGCATCCCTCGAGAAGTAGA
	Reverse	CTAGCCGCAGTCCCTCC
RERG	Forward	GTTGCTTGGTGTCTGGTAGGT
	Reverse	GGCAATATTTGGGAGAGCAG
ANG	Forward	GCACGAAGACCAACAACAAA
	Reverse	CTTCTTTCCATTGTCCTGCC

Supplemental Table 2: Primer sequences used for CHIP analysis

Distance from TSS		Primer Sequence
<u>GREB1</u>		
-5.2	Forward	TGCAGAGTTGCATTGCAGCAG
	Reverse	CTTTCAAAGTCACTGTGGGCAAA
-1.9	Forward	GGAGCCCTTCATCAGTCAACA
	Reverse	TTCATGAACCTCCCTCGCTC
+0.4	Forward	GCTTTCATACCCCCAGCCTT
	Reverse	CACAAGAGGAGCTCTCACGG
+19.6	Forward	GTGAAGTAGGGAGTGTGCCC
	Reverse	AGCAGCGAAGGGACATGTAG
+51.5	Forward	GGAAGGATGGGCGGAATGAA
	Reverse	CTGCTACCCTCTGACCAACG
+85.1	Forward	CACATCATCTCACTCGGCCA
	Reverse	CTCCGTTTCATGGTTCACCGA
-1.7	Forward	GAAGGGCAGAGCTGATAACG
	Reverse	GACCCAGTTGCCACACTTTT
-9.8	Forward	GCCCAGGAGACAGGTTGTAA
	Reverse	TATGACTCTTGGCCCTGTCC
-21.4	Forward	AATCAACCACCAAGCCTCAC
	Reverse	CAGATCCCACAAGGGTCACT
<u>GAPDH</u>		
-0.4	Forward	GCCTTTGCCTGAGCAGTCCG
	Reverse	TCCCCTTTCTTTCTTTCAAAGGCTG
+2.0	Forward	ATGCTGCATTGCCCCTCTTA
	Reverse	GCGCCCAATACGACCAAATC

How the deposited data were processed for this re-analysis (not part of the article)

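The microarray experiment measured RNA of estrogen-deprived MCF7 cells in 4 conditions (untreated, 10 nM E2, 2.5 µM Senexin A, and E2+Senexin A), with 2 biological duplicates per condition hybridised in pairs to 4 dual-channel Agilent arrays on 1 slide. The intensity values deposited for each array are median spot and local background signals, written by the authors' scanner software (Feature Extraction 10.7.3.1, array design 028004) and not yet normalized. The processed intensity and the log10 ratio deposited with them were background-subtracted and dye-normalized by the same software. Flags for spots well above background, saturated or deviating from their neighbours were also taken from the deposited scanner output. A series table deposited by the authors gives 4 comparisons for 29622 probes, each as a log2 fold change, a linear fold change (ratio) and a p-value. The authors made the log2 values, ratios and p-values of this table with limma, from replicates combined per condition; the version, background correction and normalization are not given in the sources used here, nor is whether the p-value was adjusted. No other column of per-sample values was left unused (0 columns).

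The tests had been set for mean spot signals; the scanner output used here holds median signals, which were used in their place. Background was corrected by normexp with an offset of 50, each array was normalized by loess with control spots at weight 0, and the arrays by Aquantile. Spots marked as outliers were left out, spots of one probe were averaged and controls were dropped, which left 42401 of 42405 probes, since 4 had only outlier spots. Saturated spots were kept. A probe was tested where both samples of at least 1 condition were well above background. The separate-channel fit of limma 3.58.1 in R 4.3.3 was made over all 4 arrays, with an intraspot correlation of 0.322 with the dyes as in the labels and 0.473 with the replicate 2 dyes swapped. Adjusted p is by Benjamini-Hochberg over all probes tested. Fold changes are differences of normalized log2 signals. For probes not well above background in both samples of a condition, a fold is given as "at least", from the mean of the brighter condition against the higher, per array, of the probe's own signal and the lowest signal among probes well above background; such bounds are per channel and open to dye bias.

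Probes were named through the gene identifiers of the authors' deposited table, updated to the symbols of NCBI's GRCh38.p14 annotation for 28610 probes and left as given for 1012. Another 749 were named by the accession on the array, and 12034 stayed unnamed and count as 1 gene each where they passed. A gene with several probes is represented by the probe with the highest mean signal, and where other probes of a gene differed from a printed fold change of the mean by a log2 of over 0.3, their values are given once in the text. The genes named in the text are those the paper names for expression or mechanism; the 15 largest rises and 10 largest falls with E2, the 10 and 10 largest changes of E2+Senexin A against E2, the 5 and 5 largest of Senexin A against untreated and the 10 largest interactions, each at an adjusted p under 0.05 and in the same direction in both replicates (over 2-fold at an unadjusted p under 0.05 where fewer passed); and up to 4 members per gene list. Of the 53 genes that this rule gave with the dyes as in the labels and the 114 with the swap, the text describes a part, chosen after the values were seen. IGSF1 and MGP lie outside the rule and were named because only 6 genes passed.

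The 22 gene lists were aryl hydrocarbon receptor targets, basal epithelial markers, cholesterol and fatty acid synthesis, estrogen receptor and cofactors, estrogen-induced genes, estrogen-repressed genes, fibroblast markers, G1/S and DNA replication, G2/M and mitosis, housekeeping genes, hypoxia targets, immediate early genes, integrated stress and unfolded protein response, interferon-stimulated genes, leukocyte markers, luminal epithelial identity, Mediator kinase module, NF-kappaB and inflammatory genes, p53 targets, ribosome biogenesis, TGF-beta and BMP targets, and Wnt targets. They were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. The estimate rests on few residual degrees of freedom, so a list that fails with it is not shown to be unchanged. For E2 against untreated the test used the Cy3 values with the dyes as in the labels and the values of all 8 channels with the swap; the other comparisons used log ratios.

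The mapping of samples, the design, the gene lists, the rule for named genes and the alternatives were written before the data were examined, apart from those that the text says were added later. The sample titles do not match the channel labels, and the mapping follows the channel labels. The dyes as in the labels are the main reading, and the swap of the replicate 2 dyes was among the alternatives. While the dye direction was studied, other combinations of processing steps were compared with the authors' deposited table; the processing was left as designed. Other alternatives were no background correction, the scanner's processed signals, an offset of 16, no normalization between arrays, quantile normalization, no filter, the mean of a gene's probes, log ratios alone, the replicate number as a block, leaving out each array, adjusted p, a test of the interaction, and the authors' deposited table. No source pairs the samples by replicate number across arrays. With an array left out, the intraspot correlation could not be estimated and that of the full fit was used, and the lone sample of a group is assumed to vary like the other groups.

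The fit was tested on simulated data, with 8000 genes per step and 100 genes changed per size. With the dyes as in the labels and no dye bias, 100% of genes changed by E2 at a log2 of 1, and 96% and 100% of those changed by Senexin A with E2 at 0.5 and 1, were recovered, with 8 unchanged genes called for E2+Senexin A against E2. When each gene had a dye bias with an SD of 0.3, 3490 unchanged genes were called for E2+Senexin A against E2 and 3561 for Senexin A against untreated. With the replicate 2 dyes swapped, the same bias gave 0 false calls, recovered 64% of E2 changes at a log2 of 1 and 100% at 2, and recovered 0% of the changes of E2+Senexin A against E2; without bias, 93% and 100% of these were recovered at 0.5 and 1. The swapped case with bias had an intraspot correlation of -0.39, against 0.473 in the data, so it does not describe them. The quantitative PCR, reporter, ChIP and animal experiments of the paper were not analysed here.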

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

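The tests of the dye direction, of dye bias and of a labelling difference, and the share of probes that went the same way as E2, were chosen after the results were seen, as was every value below that combines the swap of the replicate 2 dyes with another change of the processing.

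For Senexin A without E2, the paper describes a lower level of PGR and gives no count of genes. There, limma called 180 genes at an adjusted p under 0.05 with the dyes as in the labels, of which 179 were higher with Senexin A, and 222 genes with the replicate 2 dyes swapped, of which 126 were higher. With the replicate number as a block, which no source gives as a pairing, most of the calls by the labels and all of those with the swap were lost. Without an array, the 180 became 50 (replicate 1 of Senexin A against untreated) and 36 (its replicate 2), and the 222 became 1 and 0. For E2+Senexin A against E2, 195 genes outside those past the E2 threshold were called by the labels and 265 with the swap. The block left few calls there under either reading. By the labels, all genes called in this comparison fell to 62 without its replicate 1 array and 49 without its replicate 2 array, and with the swap 272 fell to 40 and 20. The probes called were different ones under the 2 readings, with 0 probes called under both in either comparison. This is nearly forced, since a mean change under 1 reading is a difference between replicates under the other. Some probes called by the labels were also not tested with the swap.

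Gene lists differed in their Senexin A change between cells with and without E2, by camera on the interaction with the replicate 2 dyes swapped. The median log2 interaction was -0.26 for the estrogen-induced genes (adjusted p = 1.18e-24 from camera, adjusted p = 0.678 with an estimated correlation), 0.15 for the estrogen-repressed genes (adjusted p = 0.0035 from camera, adjusted p = 0.70 with an estimated correlation) and 0.20 for the aryl hydrocarbon receptor targets (adjusted p = 0.016 from camera, adjusted p = 0.678 with an estimated correlation). It was -0.10 for G1/S and DNA replication (adjusted p = 9.45e-06 from camera, adjusted p = 0.678 with an estimated correlation) and -0.062 for the immediate early genes (adjusted p = 0.016 from camera, adjusted p = 0.678 with an estimated correlation). The interferon-stimulated genes had -0.13 (adjusted p = 3.13e-05 from camera, adjusted p = 0.70 with an estimated correlation) and the ribosome biogenesis genes -0.19 (adjusted p = 5.97e-11 from camera, adjusted p = 0.362 with an estimated correlation). By the labels, 0 of 22 lists passed for the interaction.

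Gene lists with large changes ran in opposite directions in the 2 replicates when the dyes were read as in the labels, as the aryl hydrocarbon receptor targets did without E2 (1.05 and -1.06). Other lists kept their sign, such as the interferon-stimulated genes (-0.26 and -0.076) and the housekeeping genes (0.027 and 0.24) without E2. Single probes were nearly uncorrelated (-2.09e-04 without E2 and -0.102 with E2 over 26928 probes, which are not independent). Over the 22 gene lists, the Senexin A changes of replicate 1 and replicate 2 then correlated at -0.931, which argues against the labelled dyes on every array if Senexin A acted alike in both replicates, and the fold changes of Senexin A without and with E2 correlated with those of the authors' deposited table at 0.0162 and 0.0439 by the labels, against 0.984 and 0.979 with the swap. A swap of the replicate 2 dyes with respect to the labels is a candidate explanation. For the estrogen-induced genes, the median change of the E2 response (Cy5 over Cy3) was -0.32 in replicate 1 and 0.17 in replicate 2. These differ by -0.50. The standard error of the replicate 1 median (0.0427) is across the genes of the list. They are not independent, so it does not measure the spread between replicates. By the labels, whether Senexin A left the response to E2 unchanged cannot be told from these values. The replicates then have opposite signs and the test rests on replicate 1, whose median was not near 0. With the swap, both medians are opposite to E2. The authors' deposited table follows the swapped direction in its other 2 comparisons as well. Its fold changes correlated at 0.968 for E2 and 0.976 for E2+Senexin A, each against untreated, with the swap, and at 0.893 and 0.501 by the labels. An exchange of the samples before labelling was not tested and stays open. A true difference between the biological duplicates under the labelled dyes was not tested either. It is argued against by the authors' deposited table, made from the same arrays, which takes replicate 2 in the swapped direction. Such a difference would also have to turn the list changes around, at the correlation of -0.931.

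Genes changed by E2 were counteracted by Senexin A with the replicate 2 dyes swapped. The observed share was 28.1 percentage points above the highest of 100 shares simulated with E2 effects, which hold more E2-changed probes than the data, while the share reached 47.6% when simulated without E2 effects, on fewer E2-changed probes, and the number counteracted was at most 12 in both simulations against 24 observed. Shared E2 samples and a change in 1 replicate alone are argued against by probes selected on 1 replicate and measured on the other, which share no sample: the smaller excess over all probes was 14.4 percentage points (standard error 2.77, too small if probes are not independent), with 16.3% going the opposite way to E2 and 1.69% the same way by over 1.5-fold. The observed share was 0% by the labels, so that the pattern depends on the dye direction of replicate 2, where the correlation of -0.931 argues against the labels and the cause stays open. An effect of Senexin A on genes regulated by E2 is a hypothesis that goes with the 14.4 points, but not with the labelled dyes. A change of the E2 response itself by over 1.5-fold rests on replicate 1. With the swap, the interaction was opposite to E2 by that size in 36.2% of 58 probes measured on replicate 1 and in 1.69% of 178 measured on replicate 2, which are different selections. A smaller change was present in both replicates with the swap for the estrogen-induced genes. Their median interaction on the Cy5 over Cy3 scale was -0.32 in replicate 1 and 0.17 in replicate 2, which with the swap is opposite to E2 in both.

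Senexin A changes were alike with and without E2, at a correlation of 0.764 over 24971 probes (which are not independent) with the replicate 2 dyes swapped, where a dye bias common to all arrays cancels and so is argued against. A labelling difference shared by both arrays of a replicate cannot be told apart, since the correlation of 0.896 between replicates over 22 gene lists with the swap follows from their negative correlation by the labels. By the labels such bias does not cancel, and 88 of 180 probes called without E2 and 101 of 196 called with E2 were not well above background in the Cy3 samples, against 0.743% and 1.38% of all probes tested. Dye bias of dim probes may therefore account for calls made by the labels, of which 161 probes were shared by both comparisons (1.31 expected for independent lists), but it was not measured apart from Senexin A there. With the swap, 164 probes were shared (2.74 expected for independent lists). Both comparisons use the same spread of each probe, which can by itself raise the overlap under either reading, so the expected numbers may be too low. Senexin A acting alike with and without E2 is a hypothesis that stays open with the dye direction.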

How the results depend on the processing

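Every alternative made together with the swap of the replicate 2 dyes, and the dye term, was chosen after the data were seen. The signal was 2.24 to 3.32 times the background, which limits dim probes, and each condition has 2 samples. The interaction gave 0 genes in limma at an adjusted p under 0.05 under each alternative it was computed for (not the authors' deposited table or the changes of threshold) but the dye term. Where a value changed, the cause was not tested, apart from fits with fewer arrays.

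With the dyes as in the labels, 36 probes passed the E2 threshold, 0 genes an adjusted p with E2, 0 genes were counteracted, 195 and 180 genes were called for Senexin A with and without E2, and 10 gene list tests passed. The replicate 2 dyes swapped gave 62, 6, 24, 272, 222 and 27. The direction of calls moved as well, from 99.5% to 64.6% of called probes higher with Senexin A in cells with E2, and from 99.4% to 56.6% in cells without. The processed signals gave 159 E2 probes and 12 counteracted genes, and the adjusted p with 2-fold gave 0 E2 probes. Selection on replicate 1 gave 3 counteracted genes and on replicate 2 it gave 13. Log ratios alone gave 45 and 63 Senexin A genes with and without E2. The p-values of the authors' deposited table, adjusted over the probes tested here, gave 1 E2 gene, 0 Senexin A genes with E2 and 0 without, and the authors' deposited table gave 3 counteracted genes. The estimated correlation left 0 lists. Leaving out 1 array gave 22 to 143 E2 probes, 0 to 18 E2 genes at an adjusted p, 0 to 31 counteracted genes, 49 to 132 Senexin A genes with E2 and 36 to 148 without, the extremes being those without the arrays of Senexin A against untreated (22, 143, 132, 36) or of E2+Senexin A against E2 (18, 31, 49, 148).

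Once the replicate 2 dyes were swapped, the processed signals gave 214 E2 probes, 0 E2 genes at an adjusted p, 64 counteracted genes and 67 and 34 Senexin A genes with and without E2. No normalization between arrays gave 2 E2 genes, and 637 and 489 Senexin A genes. No filter gave 3 E2 genes, and 80 and 40 Senexin A genes. An offset of 16 gave 2 E2 genes and the mean of a gene's probes 0. Log ratios alone gave 137 and 68 Senexin A genes. The authors' deposited table gave 1 E2 gene, 3 counteracted genes and 0 Senexin A genes in both comparisons. The adjusted p with 2-fold gave 6 E2 probes, the interaction as the measure 6 counteracted genes and both steps at an adjusted p 3. A dye term gave 0 E2 genes, 9539 and 8645 Senexin A genes and 1123 interaction genes, at an intraspot correlation of 0.965. The estimated correlation left 0 lists. Leaving out 1 array gave 37 to 204 E2 probes, 0 to 29 E2 genes, 18 to 54 counteracted genes, 20 to 192 Senexin A genes with E2 and 0 to 235 without.

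The replicate numbers pair the samples in no source. With the replicate block, 3 and 17 Senexin A genes with and without E2 were called by the labels, and 15 E2 genes, 1 and 0 Senexin A genes with the swap. The differences between replicates correlated at 0.254 (untreated and Senexin A), 0.54 (untreated and E2), 0.0409 (untreated and both), -0.0501 (Senexin A and E2), 0.631 (Senexin A and both) and 0.136 (E2 and both) across probes by the labels, and at 0.374, 0.58, 0.122, 0.112, 0.592 and 0.352 in the same order with the swap.

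Of the values of single genes under an alternative, 1264 kept their direction and call by the labels and 1321 with the swap, while 97 and 44 with no call moved, 55 and 38 gained a call, 39 and 49 lost one, and 54 and 1 were reversed. In PPIA without E2 the reversed log2 values were -0.055 with the processed signals and -0.057 with quantile normalization. Leaving out 1 of the 2 arrays of E2+Senexin A against E2 gave -1.08 to 0.51 in CDH26, -0.85 to 0.78 in RAB31, -0.61 to 0.52 in EGR3, -1.56 to 1.40 in ANG (-1.42 to 1.54 for its interaction), -1.88 to 1.80 in ALDH1A3, -1.71 to 1.57 in EPAS1 and, under the swap, -1.003 to 1.01 in ACTB. The value without the replicate 1 array was the reversed one in CDH26, RAB31, EGR3, the interaction of ANG and ACTB, and the value without the replicate 2 array in the others. For E2+Senexin A against E2, the swap reversed TFF1 (-0.65), ANG (1.48), ADGRF1 (2.14), ALDH1A3 (1.84), EPAS1 (1.64), ARG2 (1.62), CYP1A1 (2.36), SLC7A5 (0.97), EGR1 (-1.37), MYC (0.49), CCDC83 (-1.25), SULT2B1 (-1.14) and PPIA (-0.057). For Senexin A without E2, it reversed RET (-0.44), ANG (0.89), ADGRF1 (1.87), ALDH1A3 (1.32), ARG2 (1.56), CYP1A1 (1.88), AHRR (1.00), EGR1 (-1.30), MYC (0.78), CCDC83 (-1.31), ACTB (-0.075) and PPIA (-0.19). For E2+Senexin A against E2, the authors' deposited table reversed PEAR1 (-0.30), ADGRF1 (2.02), ALDH1A3 (1.75), EPAS1 (1.58), ARG2 (1.44), EGR1 (-1.39), CCDC83 (-1.34), SULT2B1 (-1.26), ACTB (-0.048) and PPIA (-0.12). For Senexin A without E2, the authors' deposited table reversed PEAR1 (-0.10), PLXNC1 (-0.088), CCDC71 (0.0501), ADGRF1 (1.90), ALDH1A3 (1.40), ARG2 (1.63), EGR1 (-1.18), MYC (0.85), CCDC83 (-1.24) and PPIA (-0.11).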

Differences from the paper's values

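The number of genes counteracted with no condition on the p for Senexin A, and each alternative made together with the swap of the replicate 2 dyes, were computed after the values were seen, and all other alternatives were set before the data were examined.

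The paper's text gives 3 genes lower with E2, and 6 were lower here with the dyes as in the labels. The value came within 1.5 times the paper's with no background correction (4), with the replicate number as a block (4) and in the authors' deposited table (3). It did not with the scanner's processed signals (69), an offset of 16 (11), quantile normalization (6), no normalization between arrays (10), no filter (7), the mean of a gene's probes (5), Cy3 values or log ratios alone (7) or the replicate 2 dyes swapped (11). It also did not without each array in turn (5, 83, 11 and 21). The paper's 45 genes past the E2 threshold lie within 1.5 times the 32 found here, and within it of the 58 found with the swap. Of the 44 genes that pass this threshold in the authors' deposited table, 23 passed it here with the dyes as in the labels and 38 with the swap.

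The paper's text gives 29 genes counteracted by Senexin A, and 0 were counteracted here with the dyes as in the labels (limma, with 1225 probes at an unadjusted p under 0.05 for E2+Senexin A against E2). The value was within 1.5 times the paper's with the replicate 2 dyes swapped (24) and without the replicate 2 array of E2+Senexin A against E2 (31). It was not with the processed signals (12), without the replicate 1 array of E2+Senexin A against E2 (1), without the replicate 2 array of Senexin A against untreated (1), with E2 genes selected on replicate 1 (3) or replicate 2 (13) and measured on the other, with no condition on p, or in the authors' deposited table at the stated thresholds (3). All other alternatives with the dyes as in the labels gave 0. Without the condition on p for Senexin A, which was dropped after the values were seen, 29 genes of the authors' deposited table were counteracted, which equals the paper's count and drops 0 of the 3 genes that also meet the p condition. The same condition gave 0 genes here by the labels and 24 with the swap. Most alternatives made together with the swap, chosen after the values were seen, gave 20 to 42 genes, among them 29 with selection on replicate 1 and 29 without the replicate 2 array of E2+Senexin A against E2, and dropped 7 to 14 of the 29 genes of the authors' deposited table. Those outside 1.5 times the paper's count were the processed signals (64), the mean of a gene's probes (19), the fits without the arrays of Senexin A against untreated (18 and 54), the interaction (6), both steps at an adjusted p (3) and the authors' deposited table (3).

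The paper's text gives 64% of the E2 genes as counteracted, and 0% were here with the dyes as in the labels. In that reading the 2 replicates moved in opposite directions and offset each other in the mean. The value came within 1.5 times the paper's with selection on replicate 2 and measurement on replicate 1, with no condition on p (43.3%), and with no other alternative set before the data were examined. The nearest of these were the swap of the replicate 2 dyes (41.4%) and the fit without the replicate 2 array of E2+Senexin A against E2 (29.0%), and the others were 7.69% with the processed signals, 6.82% in the authors' deposited table, 1.85% and 0.735% without other arrays, 1.74% with selection on replicate 1, and 0%. Made together with the swap, combinations chosen after the values were seen, the replicate block (43.4%), a dye term (43.5%), the fit without the replicate 1 array of Senexin A against untreated (52.9%) and selection on replicate 2 (49.1%) came within it, and dropped 12, 13, 16 and 8 of the 29 genes of the authors' deposited table. Without the p condition for Senexin A, chosen after the values were seen, the share in the authors' deposited table was 65.9%.

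From quantitative PCR rather than the arrays, the paper's legend and text present PGR, EGR3, FOS, SGK1, RET and RERG as lowered by Senexin A in cells with E2, and ANG as raised. On the arrays read by the labels, the mean log2 fold changes of E2+Senexin A against E2 were -0.14, -0.05, -0.12, -0.19, -0.16 and -0.15 in the first 6 genes and -0.08 in ANG, which runs the other way, and none passed an adjusted p under 0.05. With the swap, all 7 ran as the paper presents them, and ANG passed. The paper presents PGR as lower with Senexin A without E2, also by quantitative PCR. The array values here were -0.18 by the labels (0.17 in its second probe) and -0.25 with the swap (-0.31 in its second probe), with no adjusted p under 0.05.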

Other observations

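The replicate 2 dyes were swapped for the values of the first paragraph, a reading set as an alternative before the values were seen; the comparison of dim probes was chosen after them. Senexin A without E2 then raised genes of the aryl hydrocarbon receptor, which drives enzymes that break down foreign compounds. Of 8 such genes, 6 rose adjusted over the list alone (3 over all probes), with a median log2 of 1.07 (adjusted p = 1.92e-08 from camera, adjusted p = 0.272 with an estimated correlation). TIPARP, a repressor of this receptor, rose by 1.62 (standard error 0.12, n = 2 per group, adjusted p = 0.0031 from limma), the retinaldehyde dehydrogenase ALDH1A3 by 1.32 (adjusted p = 0.0275 from limma) and the monooxygenase CYP1B1 by 1.14 (adjusted p = 0.0378 from limma). CYP1A1 had 1.88 (standard error 0.58, adjusted p = 0.219 from limma) and AHRR had 1.00 (standard error 0.25, adjusted p = 0.125 from limma). With E2 present, 7 of the 8 rose adjusted over the list alone, with a median of 1.27 (adjusted p = 1.02e-09 from camera, adjusted p = 0.447 with an estimated correlation). Of 17 stress and unfolded protein response genes, 7 rose adjusted over the list alone without E2 (median 0.16, adjusted p = 2.10e-05 from camera, adjusted p = 0.272 with an estimated correlation). With E2, 9 did (median 0.28, adjusted p = 3.52e-05 from camera, adjusted p = 0.447 with an estimated correlation). The 2 replicates were opposite for such genes by the labels, as in CYP1A1 with E2 (1.75 and -2.96).

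Among single genes without E2 and with the swap, the adhesion receptor ADGRF1 rose by 1.87 (adjusted p = 3.68e-04 from limma), the arginase ARG2 by 1.56 (adjusted p = 0.00327 from limma), the hypoxia factor EPAS1 by 1.25 (adjusted p = 0.0031 from limma), SLC7A5 by 1.14 (adjusted p = 0.0174 from limma) and MYC by 0.78 (adjusted p = 0.0174 from limma). No call without E2, those of TIPARP, ALDH1A3 and CYP1B1 included, was kept with the replicate number as a block, and nearly all were lost with E2. No source pairs the replicates. The immediate early factor EGR1 had -1.30, CCDC83 -1.31 and the sulfotransferase SULT2B1 -1.11 (adjusted p = 0.0031 from limma for each). With E2 present, ADGRF1 rose by 2.14 (adjusted p = 1.11e-04 from limma) and EGR1 had -1.37 (adjusted p = 0.00301 from limma). By the labels the replicates of ADGRF1 with E2 were 2.05 and -2.23, and those of EGR1 were -1.28 and 1.46. The medians of the cell cycle lists without E2 were -0.10 for G1/S (adjusted p = 6.57e-04 from camera, adjusted p = 0.55 with an estimated correlation) and -0.11 for G2/M (adjusted p = 1.19e-04 from camera, adjusted p = 0.55 with an estimated correlation). Ribosome biogenesis had 0.18 (adjusted p = 6.71e-07 from camera, adjusted p = 0.272 with an estimated correlation), and 10 of 14 basal epithelial markers were measured, with 4 up and 1 down adjusted over the list alone (median 0.45, adjusted p = 0.0325 from camera, adjusted p = 0.55 with an estimated correlation).

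With the dyes as in the labels, other genes were called. PLXNC1, a semaphorin receptor, was at least 6.57-fold higher with Senexin A than in untreated cells (adjusted p = 5.78e-05 from limma) and at least 4.55-fold higher with E2 present (adjusted p = 1.38e-04 from limma). PEAR1, a membrane receptor of platelets, was at least 5.03-fold (adjusted p = 2.65e-04 from limma) and at least 6.03-fold higher (adjusted p = 2.18e-04 from limma). Both were not well above background in the Cy3 samples and were not tested with the swap, so that dye bias cannot be told apart from Senexin A in these folds. Their log2 fold changes in the authors' deposited table were -0.088 in PLXNC1 and -0.10 in PEAR1 without E2, and -0.30 in PEAR1 with E2. CCDC71 was the 1 gene that fell, by 0.63 without E2 (adjusted p = 0.0333 from limma) and by 0.75 with E2 (adjusted p = 0.0129 from limma). ACTB was higher by 0.82 without E2 (adjusted p = 0.0157 from limma), with -0.032 in a second probe. In CCDC71 and ACTB, too, dye bias cannot be told apart from Senexin A by the labels.

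CDK8, CDK19, CCNC, MED12 and MED13, genes of the Mediator kinase module, whose kinases Senexin A inhibits, and ESR1 and GAPDH had log2 fold changes between -0.21 and 0.25 by the labels and between -0.26 and 0.20 with the swap, over E2 against untreated and the Senexin A changes with and without E2, and none passed an adjusted p under 0.05 in limma. The lists of cholesterol and fatty acid synthesis, estrogen receptor and cofactors, hypoxia, leukocyte markers, luminal identity, the Mediator kinase module, NF-kappaB and p53 passed in no comparison under either reading. For E2 against untreated with the swap, 10 of 16 estrogen-repressed genes fell adjusted over the list alone (median -0.55, adjusted p = 1.38e-11 from camera, adjusted p = 0.123 with an estimated correlation) and 14 of 26 ribosome biogenesis genes rose (median 0.43, adjusted p = 1.10e-16 from camera, adjusted p = 0.123 with an estimated correlation).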
